# NUP98 and RAE1 sustain progenitor function through HDAC-dependent chromatin targeting to escape from nucleolar localization

**DOI:** 10.1038/s42003-023-05043-2

**Published:** 2023-06-23

**Authors:** Amy E. Neely, Laura A. Blumensaadt, Patric J. Ho, Sarah M. Lloyd, Junghun Kweon, Ziyou Ren, Xiaomin Bao

**Keywords:** Skin stem cells, Chromatin

## Abstract

Self-renewing somatic tissues rely on progenitors to support the continuous tissue regeneration. The gene regulatory network maintaining progenitor function remains incompletely understood. Here we show that NUP98 and RAE1 are highly expressed in epidermal progenitors, forming a separate complex in the nucleoplasm. Reduction of NUP98 or RAE1 abolishes progenitors’ regenerative capacity, inhibiting proliferation and inducing premature terminal differentiation. Mechanistically, NUP98 binds on chromatin near the transcription start sites of key epigenetic regulators (such as *DNMT1*, *UHRF1* and *EZH2*) and sustains their expression in progenitors. NUP98’s chromatin binding sites are co-occupied by HDAC1. HDAC inhibition diminishes NUP98’s chromatin binding and dysregulates NUP98 and RAE1’s target gene expression. Interestingly, HDAC inhibition further induces NUP98 and RAE1 to localize interdependently to the nucleolus. These findings identified a pathway in progenitor maintenance, where HDAC activity directs the high levels of NUP98 and RAE1 to directly control key epigenetic regulators, escaping from nucleolar aggregation.

## Abstract (web summary)

In epidermal progenitor cells, HDAC1 activity controls NUP98 and RAE1 localization in the regulation of epigenetic regulator genes, ensuring somatic tissue self-generation.

## Introduction

An average person is estimated to turn over about 330 billion cells in a single day, from a spectrum of self-renewing somatic tissues such as blood, gut epithelium, and skin epidermis^1^. Maintenance of progenitor function is vital for supporting the continuous tissue regeneration, safeguarding tissue architecture and function. Several epigenetic regulators, including the DNA methyltransferase DNMT1 and the polycomb repressor EZH2, are recognized as key regulators supporting progenitor maintenance. DNMT1 and EZH2 are highly expressed in the progenitors to repress terminal differentiation, and they are downregulated in terminal differentiation^2–6^. Aberrant overexpression of DNMT1 and EZH2 is observed in cancer^7–9^. The upstream regulatory mechanisms sustaining the expression of DNMT1 and EZH2 in progenitors, however, remains poorly understood.

Nucleoporins (NUPs) are generally considered structural components of the nuclear-pore complexes (NPC), the essential gateways for nucleocytoplasmic transport. Emerging evidence supports that many NUPs are multi-functional proteins, participating in other cellular activities including chromatin binding and transcription regulation^10,11^. Several NUPs have been implicated in the regulation of stem cell function and differentiation, including NUP153, NUP50, and NUP98^12–14^. In the context of gene regulation, the NUPs can associate with many other transcriptional regulators. For example, NUP98 recruits the histone lysine methyltransferase Set1a to establish a subset of H3K4me3 marks in mouse hematopoietic progenitor maintanence^14^. In addition to Set1a, NUP98’s interactions with p300, HDAC, RAE1, and CRM1 have been reported in other contexts^15^. Whether different NUPs can function synergically in the context of gene regulation remains incompletely understood. When and how the NUPs selectively cooperate with other transcriptional regulators to modulate specific groups of genes in a given biological context requires further investigation. As NUPs don’t have canonical DNA- or histone-binding domains, how the NUPs can bind to chromatin at specific sites also remains largely unclear.

The human skin epidermis, a type of self-renewing epithelial tissue, is a highly accessible platform for investigating the gene regulatory mechanisms governing progenitor self-renewal and differentiation. The skin epidermal cells, known as keratinocytes, can be expanded ex vivo in the progenitor state, retaining their full potential to regenerate full-thickness epidermal tissue^16^. These progenitor-state keratinocytes can also be induced to the differentiation state using a combination of confluency and high calcium, recapitulating the gene expression kinetics in epidermal tissue differentiation^17,18^. The expandability of keratinocytes eases the incorporation of genomic approaches that sometimes require millions of cells in specific applications^19,20^. The regenerative capacity of these keratinocytes to form epidermis also enables the integration of genetics in three-dimensional human tissue^21,22^. However, the roles of NUPs in regulating the epidermal progenitor self-renewal and differentiation processes remain largely unclear.

In this study, we identified that NUP98 and RAE1 exist in a distinct complex in the soluble nuclear fraction of the progenitor-state keratinocytes. Both NUP98 and RAE1 are highly expressed in the progenitor state, and they are downregulated in the process of keratinocyte differentiation. Knockdown of NUP98 or RAE1 was sufficient to abolish the progenitor regenerative capacity. Mechanistically, we found that both NUP98 and RAE1 are essential for repressing differentiation and for sustaining progenitor self-renewal, including sustaining the expression of both DNMT1 and EZH2. We identified using ChIP-seq that NUP98 binds directly near the transcription start sites of these epigenetic regulators in the progenitor state. Furthermore, the NUP98 chromatin-binding sites are co-occupied by HDAC1. HDAC inhibition dysregulates the shared gene targets between NUP98 and RAE1 and abolishes NUP98 chromatin binding. Unexpectedly, we found that NUP98 and RAE1 recruit each other to the nucleolus upon HDAC inhibition. Taken together, our findings identified key regulatory roles contributed by the cooperation among NUP98, RAE1 and HDAC in progenitor maintenance, acting upstream to sustain the expression of key self-renewal regulators including both DNMT1 and EZH2. Our findings also highlight the roles of HDAC in facilitating NUP98 chromatin targeting in the progenitor state, antagonizing the nucleolar aggregation of both NUP98 and RAE1.

## Results

### NUP98 and RAE1 are enriched in progenitors and constitute a distinct complex

Between the progenitor-state versus the differentiation state keratinocytes, we identified that 4 out of 5 nuclear-basket NUPs are significantly downregulated in differentiation (Fig. 1a), leveraging the RNA-seq data that we recently generated^20^. To determine how the enrichment of these nuclear-basket NUPs may influence progenitor maintenance, we asked if these NUPs exist in other complexes inside the nucleus. We extracted the soluble fractions from the nuclei of progenitor-state keratinocytes and performed size-exclusion chromatography. While TPR and NUP153 eluted in a range of earlier fractions, corresponding to larger protein-complex sizes up to 2MDa, NUP98 and RAE1 only eluted in the later fractions around the 160 KDa marker (Fig. 1b). The co-elution of NUP98 and RAE1, in the same fractions corresponding to small protein complexes, suggests that these two proteins may associate with each other independent of each other NUPs. To test this, we performed co-immunoprecipitation using nuclear extraction from progenitor-state keratinocytes. The NUP98 antibody co-immunoprecipitated both NUP98 and RAE1; the RAE1 antibody also co-immunoprecipitated both RAE1 and NUP98. Both co-immunoprecipitations did not enrich other nucleoporins such as TPR (Fig. 1c, d). Since RNA could mediate NUP98’s interactions with other proteins^23^, we investigated this by comparing NUP98-RAE1 co-immunoprecipitations with or without RNase treatment. Interestingly, the association between NUP98 and RAE1 was minimally affected by RNase (Supplementary Fig. 1a), suggesting that the NUP98-RAE1 interaction does not require an RNA component in this context. In addition, we probed the immunoprecipitated proteins by the NUP98 or RAE1 antibody using mAb414, which recognizes several FG-domain-containing NUPs. Although mAb414 detected multiple bands in the input lysate, this banding pattern was not observed in the immunoprecipitation by the NUP98 or RAE1 antibody (Supplementary Fig. 1b). These data suggest that NUP98 and RAE1 may play a role in the progenitor state independent of other NUPs.

**Fig. 1:**
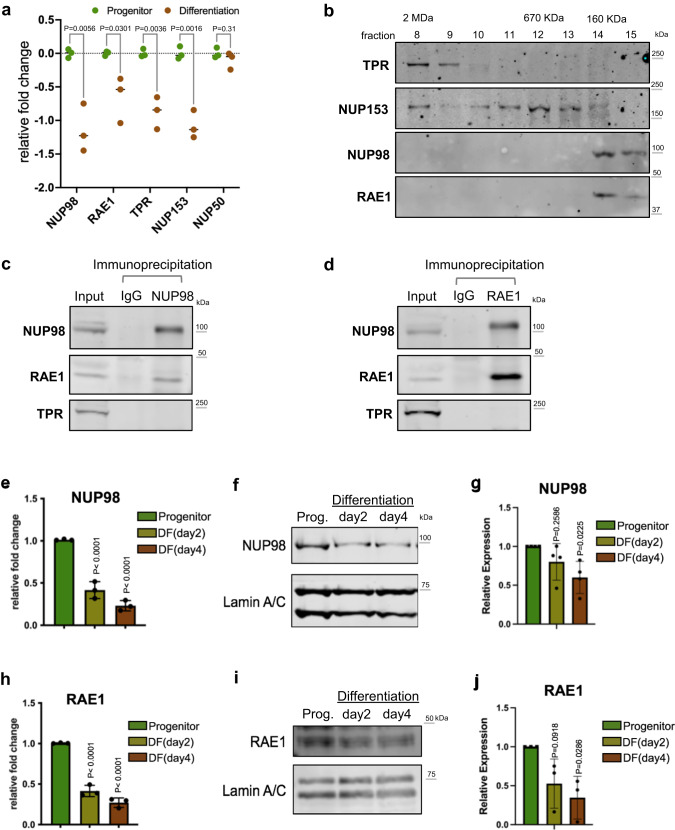
NUP98 and RAE1 are enriched in the progenitor state and constitute a distinct complex. **a** Relative mRNA expression of nuclear-basket NUPs, comparing the progenitor-state versus the differentiated (day 4) primary human keratinocytes, based on RNA-seq data (multiple unpaired t test, N = 3 biological replicates). **b** Western blots showing the distribution of nuclear-basket NUPs in the fractions from size-exclusion chromatography (SEC), using the soluble extraction from the nuclei of progenitor-state keratinocytes. The fractions corresponding to the protein standards for SEC are labeled on the top. **c**, **d** Western blots showing the co-immunoprecipitation between NUP98 and RAE1 in the soluble extraction from the nuclei (progenitor-state keratinocytes). NUP98 and RAE1 co-immunoprecipitated each other, but not other nuclear-pore subunits such as TPR. **e** RT-qPCR comparing the relative NUP98 expression at the mRNA level in the progenitor-state, early- (day2) and mid- (day4) differentiation state of keratinocytes (one-way ANOVA with post-hoc test, N = 3 biological replicates, data are represented as mean ± standard deviation). **f**, **g** Western blots and quantifications comparing NUP98 protein expression in keratinocyte differentiation, with Lamin A/C used as the loading control (One-way ANOVA with post-hoc test, N = 4, data are represented as mean ± standard deviation). **h** RT-qPCR comparing the relative RAE1 mRNA expression in keratinocyte differentiation (one-way ANOVA with post-hoc test, data are represented as mean  ±  standard deviation). **i**, **j** Western blots and quantifications comparing RAE1 protein expression levels in keratinocyte differentiation, with Lamin A/C used as the loading control (one-way ANOVA with post-hoc test, N = 3, quantification data are represented as mean  ±  standard deviation).

To better understand the temporal expression of NUP98 and RAE1, transitioning from the progenitor state towards terminal differentiation, we performed both qRT-PCR and western blotting to quantify their mRNA and protein levels in the time course of calcium-induced keratinocyte differentiation. Significant reduction of NUP98 and RAE1 was detected on Day 2 (early differentiation), and this reduction extended to Day 4 (mid differentiation) of the differentiation time course (Fig. 1e–j). These data indicate that the downregulation of NUP98 and RAE1 is an early event in keratinocyte differentiation, which may play a role in regulating the switch from the progenitor state towards differentiation.

### NUP98 or RAE1 knockdown impairs progenitors’ regenerative capacity

To determine if the downregulation of NUP98 or RAE1 promotes the switch from the progenitor state toward differentiation, we leveraged shRNA-mediated knockdown in the progenitor-state keratinocytes, tuning their expression down to a level comparable to the differentiation state. Three independent shRNAs for NUP98 or RAE1 were validated at the mRNA and protein levels (Fig. 2a, b, Supplementary Fig. 2a–d). Reduction of either NUP98 or RAE1 by these 6 shRNAs individually was sufficient to diminish keratinocyte clonogenicity (Fig. 2c–f). To evaluate the roles of NUP98 or RAE1 in influencing progenitors’ regenerative capacity, we performed progenitor competition in skin epidermal regeneration. A 50:50 mix of GFP- or DsRed- expressing progenitor-state keratinocytes were seeded onto devitalized human dermis, raised in liquid-air interface. This organotypic regeneration process completes in a week, forming architecturally faithful human skin epidermis^18,19^. The GFP-expressing keratinocytes co-expressed control non-targeting shRNA; the DsRed-expressing keratinocytes co-expressed one of the three shRNAs: non-targeting control shRNA, NUP98-targeting shRNA, or RAE1-targeting shRNA. For the epidermis regenerated using keratinocytes both expressing the non-targeting control shRNAs, the red and green fluorescent keratinocytes showed comparable representation in the tissue, indicating that the expression of GFP or DsRed did not differentially influence the progenitors’ regenerative capacity. In contrast, the red keratinocytes co-expressing NUP98 or RAE1 shRNA were outcompeted by the green keratinocytes co-expressing the control shRNA, with diminished representation in the basal progenitor compartment (Fig. 2g, h). These findings suggest that the high expression level of both NUP98 and RAE1 is essential for progenitor maintenance.

**Fig. 2:**
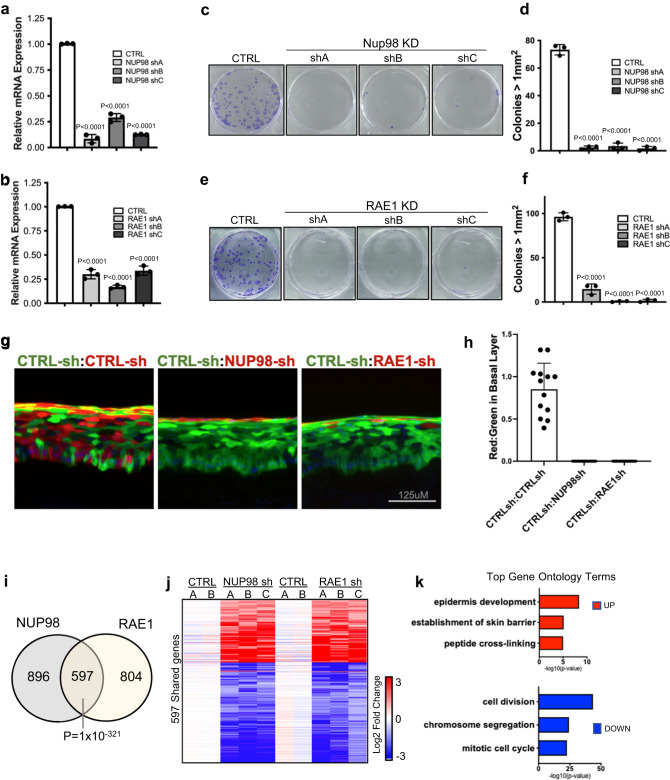
NUP98 or RAE1 knockdown impairs progenitors’ regenerative capacity. **a**, **b** RT-qPCR showing knockdown efficiency of 3 independent shRNA targeting NUP98 or RAE1 (one-way ANOVA with post-hoc test, N = 3, data are represented as mean ± standard deviation). **c**–**f** Representative images and quantification of clonogenicity assay comparing keratinocytes with NUP98 or RAE1 knockdown versus control (one-way ANOVA with post-hoc test, N = 3, quantification data are represented as mean ± standard deviation.) **g** Representative images of competition assay in epidermal tissue regeneration. An equal number of keratinocytes expressing DsRed or GFP were mixed seeded onto human dermis. GFP-expressing keratinocytes co-express control shRNA, and DsRed-expressing keratinocytes co-express control shRNA or shRNA targeting NUP98 or RAE1 (scale bar = 125 μm). **h** Quantification of DsRed or GFP-expressing keratinocytes in the basal layer of the regenerated epidermis, data are represented as mean ± standard deviation. **i** Venn diagram showing the overlap of NUP98 and RAE1 knockdown differentially expressed genes (Fisher’s exact test, p = 1 × 10^−321^). **j** Heatmap showing the relative expression of shared genes with NUP98 or RAE1 knockdown. **k** Top three gene ontology (GO) terms for the upregulated or downregulated genes shared by NUP98 and RAE1 knockdown, identified by RNA-seq analyses.

To identify the key cellular processes influenced by NUP98 or RAE1 knockdown, we performed transcriptome profiling using RNA-seq. 

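NUP98 and RAE1 encode nucleoporins that bind each other, and each was knocked down with 3 shRNAs (A, B and C) beside 2 control shRNAs, 1 against GFP and 1 non-targeting (NT). With NUP98 knockdown, NUP98 itself measured 730.3 ± 374 normalized counts (SD, n = 3 shRNAs) against 2988 ± 27.3 (SD, n = 2 control shRNAs), a log2 fold change of −2.20 (SE 0.50, adjusted p = 0.0840 from limma). RAE1 measured 176 ± 48.1 with RAE1 knockdown (SD, n = 3) against 589 ± 83.6 with control shRNA (SD, n = 2), a log2 fold change of −1.77 (SE 0.32, adjusted p = 0.135). Each targeted gene lay below both controls with every shRNA. RAE1 had a log2 fold change of −0.33 with NUP98 knockdown (adjusted p = 0.437), and NUP98 one of −0.01 with RAE1 knockdown (adjusted p = 0.983). On hg38, NUP98 lies on chromosome 11 from 3671083 to 3797792 and RAE1 on chromosome 20 from 57351223 to 57379211. The authors aligned the reads with STAR, quantified genes with Salmon and normalized the counts with DESeq2, and the deposited tables hold these normalized counts with a small constant added in each library. The step between neighbouring low values gave 11.9 to 25.7 M reads assigned to genes per library in the NUP98 experiment and 15.6 to 21.6 M in the RAE1 experiment. Here the constant was taken off and limma, which fits all genes together, was run on log2(value + 0.5) over the 13594 genes (NUP98) and 13459 genes (RAE1) with a mean of at least 10, with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low values. The paper states that keratinocytes of several donors were pooled, and each library of a group carries its own shRNA, so each p-value measures the spread between libraries that differ in shRNA.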

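Among the genes that fell most with NUP98 knockdown, DEPDC1, a mitotic regulator, had a log2 fold change of −3.70 (SE 0.43, adjusted p = 0.0143) from limma, KIF4A, a chromosome-bound motor, −3.55 (SE 0.61, adjusted p = 0.0392) and NCAPG, a condensin subunit, −3.33 (SE 0.26, adjusted p = 0.00811). Among those that rose most, KRT13, a keratin of stratified epithelia, had a log2 fold change of 4.91 (SE 0.90, adjusted p = 0.0468), CALML5, a calcium-binding protein of differentiating keratinocytes, 4.69 (SE 0.64, adjusted p = 0.0201), CLDN4, a tight junction protein, 4.12 (SE 0.48, adjusted p = 0.0143) and PVRL4, an adherens junction protein, 3.99 (SE 0.31, adjusted p = 0.00811). The histone gene HIST2H2AA3 was listed at 0 in the controls, and it shares reads with an identical copy, so no fold is given. When the authors' DESeq2 p-values were adjusted over the same genes, 755 were higher and 727 lower with NUP98 knockdown at an adjusted p under 0.05. At that threshold limma called 116 genes higher and 289 lower with NUP98 knockdown. Without the GFP or the NT control 1 control library is left. A fit with 1 control has less power, so it cannot show whether these calls rest on 1 control. Of the 60 values of named genes in both knockdowns, 0 changed direction without the GFP control and 1 without the NT control. With RAE1 knockdown limma called 0 genes at an adjusted p under 0.05, against 2264 at an unadjusted p under 0.05 and 1107 when the authors' DESeq2 p-values were adjusted over the same genes; the lowest adjusted p was 0.0959, for PVRL4. At the paper's thresholds (unadjusted p, mean fold change over 2 and each shRNA over 1.5), 667 genes were higher and 706 lower with NUP98 knockdown, and 529 were higher and 714 lower with RAE1 knockdown. The RAE1 total of 1243 was 785 without the GFP control and 682 without the NT control. Its share of higher genes was 42.6%, 32.3% when every library was rescaled to the same total, 49.3% without the GFP control and 55.7% without the NT control. Of the genes in Supplementary Data 1 and Supplementary Data 2, 1356 and 1231 were called here in the same direction.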

In total, we identified 1493 significantly changed genes with NUP98 knockdown, and 1401 significant changed genes with RAE1 knockdown (p < 0.05, two tailed, Wald test, average fold change for three independent shRNAs >2, and individual shRNA fold change >1.5, Supplementary Data 1, Supplementary Data 2). These two sets share 597 genes (p = 1 × 10^−321^, Fishers’ exact test), which are altered in the same direction (upregulated or downregulated) with either NUP98 or RAE1 knockdown (Fig. 2i, j). 

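CDKN1A, an inhibitor of the cell cycle, had log2 fold changes of 1.93 with NUP98 knockdown (SE 0.28, adjusted p = 0.0244 from limma) and 1.47 with RAE1 knockdown (SE 0.28, adjusted p = 0.139). ASF1B, a histone chaperone of S phase, had −2.75 (SE 0.28, adjusted p = 0.0112) and −2.21 (SE 0.60, adjusted p = 0.171), and KDM6B, a histone demethylase, 1.63 (SE 0.23, adjusted p = 0.0202) and 1.08 (SE 0.25, adjusted p = 0.146). LRIG1, a stem cell marker of the epidermis, had −1.89 (SE 0.45, adjusted p = 0.0913) and −1.76 (SE 0.36, adjusted p = 0.141). At the paper's thresholds, 196 genes were higher and 350 lower in both knockdowns, and 6 went in opposite directions. Independent lists of these sizes would share 60.9 genes in the same direction among the 13169 genes tested in both. Fisher's exact test (two-sided, p = 2.14e-259) took whole lists of 1317 and 1204 genes, higher and lower together. Its overlap was the 546 genes of the same direction. It therefore does not test the 60.9, and it takes genes as independent. Without the NT control of the RAE1 experiment, 266 genes were shared, 135 higher and 131 lower. Across the 13169 genes the log2 fold changes had a Pearson's r of 0.59 and a Spearman's correlation of 0.52, and genes are not independent replicates. The experiments used separate control libraries and were normalized separately. A test of a difference between their effects was planned only for raw counts and was not run. Fits with 1 control library cannot show whether the calls of ASF1B, KDM6B and CDKN1A with NUP98 knockdown rest on 1 control.

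**Figure D1:**
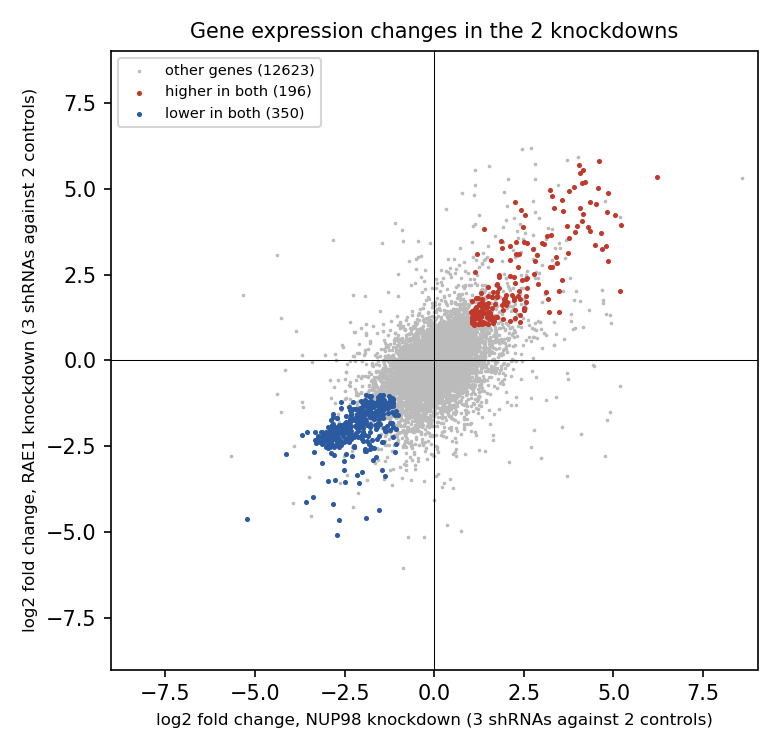
Log2 fold change of each gene with NUP98 knockdown (horizontal axis) and with RAE1 knockdown (vertical axis), 3 shRNAs against 2 control shRNAs each. Red points are the 196 genes higher and blue points the 350 genes lower in both at the paper's thresholds, and the 13169 genes drawn have a Pearson's r of 0.59.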

Top gene ontology (GO) terms of the shared upregulated genes include epidermal development and keratinocyte differentiation; Top GO terms of the shared downregulated genes are related to cell division (Fig. 2k). 

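Of 50 cell division genes, 46 were lower and none higher with NUP98 knockdown at an adjusted p under 0.05 from limma (50 lower when adjusted over the list alone), with a median log2 fold change of −2.89; with RAE1 knockdown 0 passed over all genes and 49 were lower when adjusted over the list alone, with a median of −2.22. CDC20, an activator of the anaphase-promoting complex, had −3.27 (SE 0.21, adjusted p = 0.00811) with NUP98 knockdown, and the kinase BUB1 −3.15 (SE 0.22, adjusted p = 0.00811). With RAE1 knockdown the kinetochore protein CENPF had −2.13 (SE 0.39, adjusted p = 0.137) and the topoisomerase TOP2A −2.41 (SE 0.48, adjusted p = 0.140). Of 45 DNA replication genes, 36 were lower with NUP98 knockdown (45 adjusted over the list alone) and 40 were lower with RAE1 knockdown adjusted over the list alone. The replicative helicase subunit MCM4 had −1.84 (SE 0.19, adjusted p = 0.0118) with NUP98 knockdown, and GINS4, which belongs to the same helicase complex, −2.09 (SE 0.37, adjusted p = 0.135) with RAE1 knockdown. All 11 listed differentiation transcription factors had log2 fold changes above 0 in both experiments; 4 passed with NUP98 knockdown (8 adjusted over the list alone) and 10 passed with RAE1 knockdown adjusted over the list alone. GRHL3, which activates barrier genes, had 3.39 (SE 0.38, adjusted p = 0.0136) with NUP98 knockdown and 3.00 (SE 0.40, adjusted p = 0.114) with RAE1 knockdown. Of 36 terminal differentiation genes tested with NUP98 knockdown, 5 were higher (10 adjusted over the list alone), among them SCEL, a cornified envelope precursor, at 2.21 (adjusted p = 0.0402); of 42 tested with RAE1 knockdown, 24 were higher adjusted over the list alone, among them the crosslinking enzyme TGM1 at 3.10 (adjusted p = 0.114) and the envelope protein SPRR3 at 4.19 (adjusted p = 0.114). In a set test with a preset correlation of 0.01 (camera), these 4 lists passed in both experiments, and none of them passed with an estimated correlation (adjusted p from 0.125 to 0.356). No list of any comparison passed with an estimated correlation, so that test does not tell changed lists from unchanged ones. Without the GFP control, and without the NT control, 0 members of these lists passed over all genes with NUP98 knockdown.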

We further identified that 77% of these shared genes are also significantly altered in calcium-induced differentiation (Supplementary Fig. S2e). In addition, we investigated if NUP98 or RAE1 knockdown was sufficient to trigger apoptosis, leveraging two different dyes that are sensitive for mitochondria potential. While the staining was abolished in the positive-control keratinocytes treated with H_2_O_2_, keratinocytes with NUP98 or RAE1 knockdown retained the staining similar to the control knockdown (Supplementary Fig. 2f, g), suggesting that the knockdown strategy did not trigger apoptosis. Thus, these findings suggest that the enrichment of NUP98 and RAE1 in the progenitor state is essential for sustaining proliferation and repressing differentiation.

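Among p53 targets, MDM2, which degrades p53, had a log2 fold change of 1.41 (SE 0.23, adjusted p = 0.0339) from limma with NUP98 knockdown, and ZMAT3, an RNA-binding protein, 1.75 (SE 0.31, adjusted p = 0.0449). Of 24 p53 targets, 4 were higher and none lower (10 higher adjusted over the list alone); with RAE1 knockdown, where ZMAT3 had 1.28 (SE 0.22, adjusted p = 0.135), 9 were higher adjusted over the list alone. In the set test with an estimated correlation the adjusted p of this list was 0.223 with NUP98 knockdown and 0.269 with RAE1 knockdown. Of 31 nuclear pore genes tested with NUP98 knockdown, 3 were lower (16 adjusted over the list alone): the membrane nucleoporin NDC1 at −1.55 (adjusted p = 0.0167), and NUP107 and NUP37, both of the outer ring, at −1.31 (adjusted p = 0.0311) and −1.27 (adjusted p = 0.0343). The list holds NUP98, the target of the shRNAs, which is 1 of these 16, and the adjusted p of the list in the set test with an estimated correlation was 0.311 (0.538 with RAE1 knockdown). Of those genes, 1 was lower with RAE1 knockdown adjusted over the list alone, RAE1 itself. Of 25 basal layer and adhesion genes, only KRT15, a basal keratin, passed with NUP98 knockdown, with 14998 ± 4922 normalized counts (SD, n = 3) against 2239 ± 134 (SD, n = 2; adjusted p = 0.0140 from limma; 3 higher and 3 lower adjusted over the list alone). The Notch ligand DLL1 had −1.92 (SE 0.38, adjusted p = 0.0589) with NUP98 knockdown and −2.59 (SE 0.45, adjusted p = 0.135) with RAE1 knockdown, where 3 basal genes were lower adjusted over the list alone. Barrier lipid genes gave 0 calls by limma over all genes in both experiments (2 of 16 higher with NUP98 knockdown and 3 of 16 with RAE1 knockdown adjusted over the list alone); SULT2B1, which makes cholesterol sulfate, had 3.92 (SE 0.90, adjusted p = 0.0850) and 3.74 (SE 0.82, adjusted p = 0.143). Whether the calls of these lists with NUP98 knockdown rest on 1 control cannot be told from fits with 1 control library. The paper proposes that the enrichment of NUP98 and RAE1 in the progenitor state sustains proliferation and represses differentiation.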

### NUP98 binds near the TSSs of key regulators in progenitor maintenance

NUP98 has been reported to bind to different genomic regions in the context of different cell types^14,24^. To investigate how NUP98 genomic binding could influence gene expression in epidermal progenitor maintenance, we performed NUP98 ChIP-seq in keratinocytes. 

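Chromatin immunoprecipitation with an antibody to NUP98 was sequenced from keratinocytes in the progenitor state and after 4 days in 1.2 mM CaCl2, the differentiation state. For the progenitor state 3 peak lists are deposited, named set1, set2 and replicate 3 here after their labels, and for the differentiation state 2, set1 and set2; each list belongs to 1 sample. The number of reads behind these 5 lists is not given. The paper states that the reads were aligned with BWA-MEM to hg38 and peaks called with MACS2, whereas the sample labels name STAR as the aligner. Each deposited peak has a position, a fold enrichment over the local background, and the −log10 of its p-value and q-value; these are the authors' values and are used only within their own list. Peaks were taken as shared when they overlap by at least 1 bp, and distances run from the middle of a peak to the nearest TSS of a GENCODE transcript. The wider list used here is set1 (6893 peaks). A narrower list, the 1554 peaks of set1 that overlap a peak of replicate 3, was chosen after seeing the data, because all 200 peaks of Supplementary Data 3 at hand have the same start and end in set1 and overlap replicate 3. Values on this narrower list are given first, followed by those on set1. The peaks of set2 of the progenitor state carry names that refer to differentiation, so its values depend on the label being right. Intervals are exact binomial 95% intervals and cover counting error only.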

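The NUP98 peak with the highest score of set1 lies on chromosome X of hg38 from 78103484 to 78104657, at the promoter of the glycolytic enzyme PGK1, with a fold enrichment of 166; replicate 3 holds no peak there, so it is not among the 1554. The next lies on chromosome 1 from 7704815 to 7706026, near a TSS of CAMTA1, a transcription activator, with a fold enrichment of 139.5. Among those that follow, GADD45B, a stress-response gene, is nearest to a peak 18464 bp from its TSS. Of these 3 genes none passed the test with NUP98 knockdown (adjusted p from 0.557 to 0.781 from limma). In the progenitor state, set2 holds 17976 peaks and replicate 3 holds 2018. Of the 1554 peaks of set1 found in replicate 3, 92.9% also overlap a peak of set2.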

In the progenitor-state keratinocytes, we identified a total of 1554 NUP98 ChIP peaks. In the differentiation state, however, NUP98 binding is reduced across all these regions. 

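At the promoters of DNMT1, UHRF1 and EZH2, regulators of DNA and histone methylation, the NUP98 peaks of the progenitor state overlap no peak of set1 of the differentiation state and overlap a peak of set2. The peaks at RRM2, a ribonucleotide reductase subunit, and DUSP10, a phosphatase, overlap none in either differentiation list. Set1 of the differentiation state holds 346 peaks and set2 holds 1109, against 2018 to 17976 in the progenitor lists, if the labels of the 2 set2 lists are right. Only the peak lists were used here and coverage tracks were not, so enrichment at a region that was called in only 1 state was not compared.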

The majority (86%, 1334 peaks) of these NUP98 ChIP-seq peaks are unique for the progenitor state, but not for the differentiation state. 

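Of the 1554 NUP98 peaks, 1334 (85.8%) overlap no peak of set1 of the differentiation state, those at DNMT1, EZH2 and RRM2 among them. With set2 of the differentiation state the number is 1075 (69.2%), and here the peaks at DNMT1 and EZH2 are no longer among them. This number depends on the labels of the 2 set2 lists, and with them exchanged it would be 111 (7.14%). The labels run the same way as the paper's lower NUP98 mRNA, protein and ChIP signal in differentiation. Of the wider list of 6893 peaks, 6653 (96.5%) overlap no peak of set1 of the differentiation state. Of the 10 peaks with the highest score, by contrast, 9 overlap a peak of set1 of the differentiation state, and the peak at PGK1 does not.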

Only 14% of these peaks (220 peaks) were also called in the differentiation state, yet the ChIP enrichment at these regions is also reduced in differentiation. 

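The 220 peaks also called in set1 of the differentiation state (14.2%, interval 12.5% to 16.0%) include those at CDT1, a licensing factor of DNA replication, and JARID2, a cofactor of the polycomb complex. When the peaks were moved by 10 to 500 kb along their chromosomes, 0.0582% of them overlapped that list (mean of 1000 draws; permutation p = 0.001, the smallest these draws can give, one-sided). Of the wider list, 240 peaks (3.48%, interval 3.06% to 3.94%) were also called. The enrichment at these regions was not compared between states here, since each list is scaled to its own library.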

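The differentiation list set1 holds 117 NUP98 peaks that overlap none of the 1554 progenitor peaks. Of the 115 of these on the main chromosomes, 54.8% lie farther than 10 kb from the TSS of any annotated transcript, and 22.6% lie within 3 kb. Measured to the TSSs of genes in the expression tables alone, 65.2% lie farther than 10 kb. Against the wider progenitor list, 97 peaks are left; of the 95 on the main chromosomes, 63.2% lie farther than 10 kb from any TSS and 73.7% from those of genes in the expression tables. The differentiation list set2 gives another picture: 619 of its peaks overlap none of the 1554, and 7.95% of those on the main chromosomes lie farther than 10 kb from a TSS. This picture depends on the labels of the 2 set2 lists being right. With the labels exchanged, the peaks that overlap none of the 1554 would number 16282.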

A small number (117) NUP98 ChIP peaks were identified as unique to the differentiation state, most of which (74.3%) are located at least 10 kb away from the TSSs. In contrast, most peaks (71%) identified in the progenitor state are located within 3 kb from the transcription start sites (Fig. 3a–g, Supplementary Data 3). Thus, the switch from the progenitor state towards differentiation involved an overall reduction of NUP98 genomic binding especially near the transcription start sites (Fig. 3h).

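Progenitor-state NUP98 peaks lie close to promoters: the peak at DNMT1 is 53 bp from the nearest TSS, that at RRM2 is 169 bp away and those at UHRF1 and EZH2 lie 247 and 306 bp upstream. Of the 1549 peaks on the main chromosomes, 1290 (83.3%, interval 81.3% to 85.1%) lie within 3 kb of a TSS and 75.0% within 1 kb. Fewer of the peaks unique to set1 of the differentiation state do (26 of 115; Fisher's exact test, two-sided, p = 6.56e-42). Measured to the TSSs of genes in the expression tables alone, the share within 3 kb is 77.4%. For the wider list the shares are 82.6% with all annotated transcripts and 76.8% with those genes. The annotation differs from the authors': of the 200 peaks of Supplementary Data 3 at hand, 86 lie within 3 kb of a TSS here and the paper's table places 11 there, and the nearest gene is the same for 61.5%. The paper places 71% of all its progenitor peaks within 3 kb. These 200 are thus not typical, and their values do not carry over to the whole list.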

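The promoter peaks at DNMT1, UHRF1, EZH2, CDT1 and JARID2 have a counterpart in set2 of the differentiation state, and those at RRM2 and DUSP10 do not. Set2 of the differentiation state overlaps 479 of the 1554 peaks (30.8%, interval 28.5% to 33.2%) and 8.73% of the wider list. All values of set2 in this paragraph depend on the labels of the 2 set2 lists being right. With the labels exchanged, these shares would be 92.9% and 79.2%. Within 3 kb of a TSS lie 82.6% of the peaks not called in set1 of the differentiation state, 87.3% of those kept and 22.6% of the 115 on the main chromosomes found only there. Of the peaks found only in set2 of the differentiation state (against the wider list) and on the main chromosomes, 59.4% lie within 3 kb. From the peaks and the ChIP-seq signal, the paper concludes that differentiation involves an overall reduction of NUP98 binding, especially near the TSSs.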

**Fig. 3:**
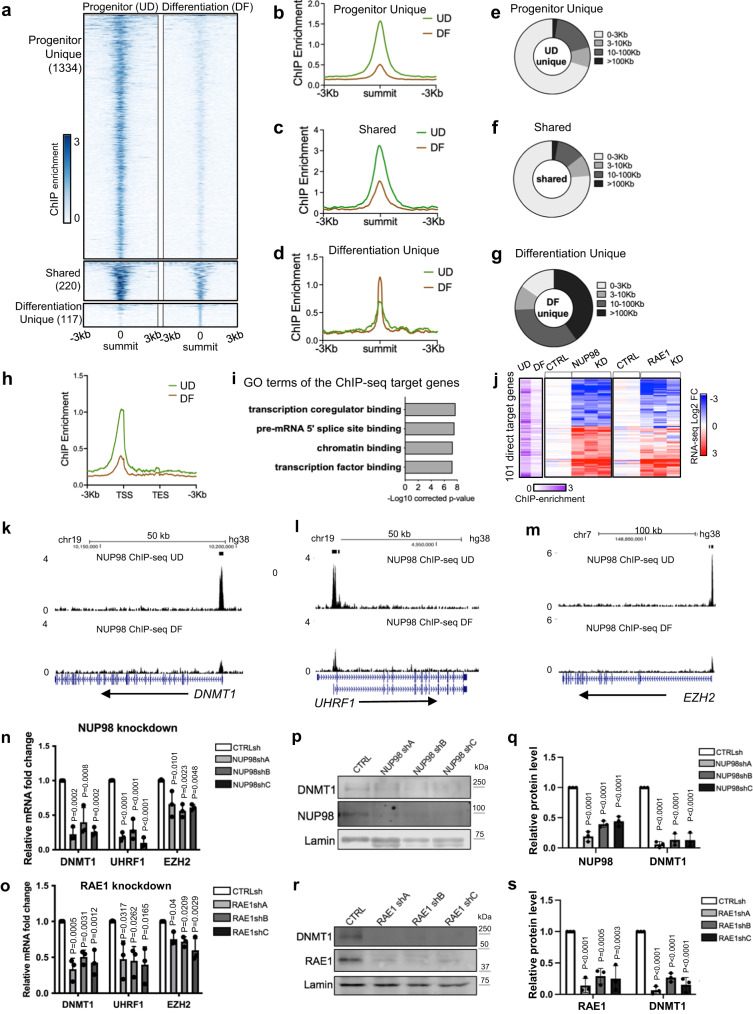
NUP98 binds near the TSSs of key regulators in progenitor maintenance. **a**–**d** Summit-centered heatmaps and average diagrams comparing NUP98 ChIP enrichment between the progenitor state (UD) and the differentiation state (DF). **e**–**g** Pie charts showing the distribution of the NUP98 ChIP-seq peaks, based on their distances to the nearest Transcriptional Start Sites (TSSs). **h** Average diagram comparing NUP98 ChIP-seq enrichment near the transcription start and end sites of the target genes. **i** Top Gene Ontology (GO) terms of the nearest genes associated with NUP98 ChIP-seq peaks. **j** Heatmap showing the 101 genes, featuring NUP98 ChIP-seq enrichment and are significantly changed with NUP98 knockdown. Relative NUP98 ChIP enrichment in UD and DF associated with these gene, and their relative expression with NUP98 or RAE1 knockdown, are included for each of these genes side by side. **k**–**m** Browser track examples of NUP98 ChIP-seq enrichment, comparing UD vs. DF. **n**, **o** qRT-PCR validation of representative target genes with NUP98 or RAE1 knockdown (one-way ANOVA with post-hoc test, N = 3 biological replicates, data are represented as mean ± standard deviation). **p**–**s** Western blot and quantification comparing DNMT1 protein levels with NUP98 or RAE1 knockdown, with Lamin used as the loading control (one-way ANOVA with post-hoc test, N = 3, quantification data are represented as mean ± standard deviation).

We subsequently annotated these genes, which are associated with NUP98 ChIP-seq binding peaks in the progenitor state. Top GO terms are related to transcription co-regulator binding, chromatin binding, and transcription factor binding (Fig. 3i), suggesting that these genes could be upstream regulators of key biological processes. 

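Of 28 epigenetic regulators, 6 are nearest to 1 of the 1554 NUP98 peaks: DNMT1, EZH2, JARID2, KDM6B, UHRF1 and SMARCA4, a chromatin remodeller. This is 21.4% of the list against 9.12% of all genes tested (Fisher's exact test, two-sided, adjusted p = 0.196 over the 21 lists). The paper names DNMT1, EZH2, JARID2 and UHRF1 as direct targets from these data, so this share is not independent of its findings. On the wider list 16 of the 28 have a peak (57.1% against 33.5%, adjusted p = 0.0750). Basal layer and adhesion genes have peaks at 7 of 25, among them the keratins KRT5 and KRT14 and the laminins LAMA3 and LAMB3 (28.0%, adjusted p = 0.0690), and wound keratins at 3 of 5 (KRT6A, KRT16 and KRT17; adjusted p = 0.0690); on the wider list these are 15 of 25 (adjusted p = 0.0642) and 4 of 5 (0.161). No cell division gene of 50 has 1 of the 1554 peaks (adjusted p = 0.0907), and 9 have a peak on the wider list (18.0%, adjusted p = 0.0977). Of 36 terminal differentiation and 27 type I interferon genes none has 1 of the 1554 (adjusted p = 0.307 and 0.592). Only on the wider list do they pass, with fewer peaks than other genes: 2 of 36, CDSN and TGM1, both of the cornified layer (5.56%, adjusted p = 0.00255), and 2 of 27 (7.41%, adjusted p = 0.0348).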

The intersection of the ChIP-seq targets with the NUP98 RNA-seq data identified a total of 101 Direct Target Genes. 

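The genes nearest to the 1554 NUP98 peaks include RRM2, CDKN3, a phosphatase of the cell cycle, and NEIL3, a DNA glycosylase, among those with the most negative log2 fold change with NUP98 knockdown, and ELF3, an epithelial transcription factor, and NOTCH3 among those with the most positive. ELF3 had a log2 fold change of 4.59 (SE 0.76, adjusted p = 0.0360) from limma. Whether this call rests on 1 control cannot be told from fits with 1 control library. Taking as direct targets the genes nearest to a peak that passed the paper's expression thresholds gave 111 genes, 54 higher and 57 lower. The wider list gives 428, 184 higher and 244 lower. CDKN3, NEIL3 and NOTCH3 were named after their values were seen. Of the 1214 genes nearest to the 1554 peaks, 9.14% passed the thresholds, against 10.2% of the other genes (Fisher's exact test, two-sided, p = 0.293), and random sets matched on expression held 112 changed genes on average (range 77 to 157 of 10000 sets; permutation p = 0.553, one-sided). For the wider list such sets held 422 (permutation p = 0.366). With set2 of the progenitor state, 9.48% passed against 11.0% (Fisher's exact test, two-sided, p = 0.00488). Matched sets there held 785 changed genes on average, against 778 (permutation p = 0.340, lower tail). With changed genes taken at an adjusted p under 0.05, the wider list held 122 and matched sets 138 (permutation p = 0.0401, lower tail). No other setting fell under 0.05 in either test. With peaks within 3 kb of the TSS only, 89 targets are left on the narrower list and 383 on the wider one.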

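Among the direct targets of the 1554 NUP98 peaks, ELF3 had a log2 fold change of 5.82 with RAE1 knockdown, CDKN3 −2.38 against −3.11 with NUP98 knockdown, and the collagen gene COL12A1 −2.35 against −1.98. CDKN3 and COL12A1 were chosen after their values were seen. Of the 111 targets, 109 were tested with RAE1 knockdown and 102 (93.6%) had the same sign as with NUP98 knockdown: 57 of the 57 lower ones and 45 of the 52 higher ones tested. At the paper's thresholds 45 passed in the same direction and 0 in the opposite one. Changed genes without a NUP98 peak had the same sign in 90.0% of cases (1062 of 1180; Fisher's exact test, two-sided, p = 0.308).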

The majority of these 101 Direct Target Genes also show similar upregulation or downregulation with RAE1 knockdown (Fig. 3j). 

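DNMT1 keeps DNA methylation through cell division, and its NUP98 peak lies on chromosome 19 of hg38 from 10193798 to 10195349, over the UTR, with a fold enrichment of 18.6. Its log2 fold change was −1.79 (SE 0.22, adjusted p = 0.0163) with NUP98 knockdown and −1.66 (SE 0.41, adjusted p = 0.160) with RAE1 knockdown, both from limma. UHRF1 recruits DNMT1 to replicated DNA; its peak lies on chromosome 19 from 4908981 to 4910817, in an intron, with a fold enrichment of 15.6, and its log2 fold changes were −2.12 (SE 0.28, adjusted p = 0.0194) and −1.96 (SE 0.66, adjusted p = 0.226). EZH2 is the methyltransferase of the polycomb complex, with a peak on chromosome 7 from 148884197 to 148885058, upstream of the gene, at a fold enrichment of 23.6. It had log2 fold changes of −1.50 (SE 0.24, adjusted p = 0.0333) and −0.80 (SE 0.28, adjusted p = 0.238), and it missed the paper's thresholds with RAE1 knockdown. The peak of CDT1 lies on chromosome 16 from 88802427 to 88803785 (fold enrichment 27.0) and that of RRM2 on chromosome 2 from 10121635 to 10123359 (fold enrichment 17.4). CDT1 had log2 fold changes of −2.07 (SE 0.44, adjusted p = 0.0724) and −1.95 (SE 0.49, adjusted p = 0.163), and RRM2 of −3.11 (SE 0.23, adjusted p = 0.00811) and −2.18 (SE 0.66, adjusted p = 0.197). Fits with 1 control library cannot show whether the calls of DNMT1, UHRF1, EZH2 and RRM2 with NUP98 knockdown rest on 1 control.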

Interestingly, the downregulated Direct Target Genes include key regulators governing epidermal progenitor maintenance, including the DNA methyltransferase DNMT1 and its recruiter URHF1^6^, the polycomb group protein EZH2^3^ (Fig. 3k–o), in addition to the DNA replication regulators CDT1 and RRM2. These Direct Target Genes also include upregulated genes such as DUSP10 and JARID2, which are less well characterized in the context of keratinocyte differentiation (Supplementary Data 4).

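DUSP10 dephosphorylates stress-activated kinases, and its NUP98 peak lies on chromosome 1 of hg38 from 221742355 to 221743259, 718 bp upstream of the TSS, with a fold enrichment of 10.7. It measured 2297 ± 376 normalized counts with NUP98 knockdown (SD, n = 3) and 586 ± 5.63 with control shRNA (SD, n = 2), a log2 fold change of 1.96 (SE 0.23, adjusted p = 0.0143 from limma). With RAE1 knockdown its log2 fold change was 1.80 (SE 0.25, adjusted p = 0.120). JARID2 has a peak on chromosome 6 from 15244437 to 15246078, 812 bp upstream of its TSS, with a fold enrichment of 35.2. It measured 2814 ± 567 and 992 ± 89.4 normalized counts (SD, n = 3 and 2), a log2 fold change of 1.49 (SE 0.25, adjusted p = 0.0356), and had 1.64 (SE 0.49, adjusted p = 0.193) with RAE1 knockdown. Whether the calls of DUSP10 and JARID2 with NUP98 knockdown rest on 1 control cannot be told from fits with 1 control library.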

To determine if RAE1 binds to chromatin together with NUP98, we generated a HA-tagged RAE1 construct and expressed it in keratinocytes, as the commercially available antibodies we screened did not yield high-quality ChIP-seq data. 

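HA-tagged RAE1 was expressed in progenitor-state keratinocytes from a retroviral construct and precipitated with an HA antibody after crosslinking with DSG and formaldehyde. The deposited data are 2 MACS peak lists, 1 without a number (80842 peaks, median width 297 bp) and replicate 2 (36373 peaks, median width 531 bp), each of 1 library. Their read numbers are not given, and background of the HA antibody in cells without the tag was not analysed here. A NUP98 peak counted as overlapped when both lists hold a peak there, and each list alone was also used. Overlap means at least 1 shared bp, as for the NUP98 lists.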

HA-RAE1 co-immunoprecipitated NUP98 in the progenitor-state keratinocytes (Supplementary Fig. 3a), confirming that the HA tag does not interfere with RAE1’s association with NUP98. Using double-crosslinking ChIP-seq, we identified that RAE1 is enriched in 83% of the NUP98 ChIP-seq peak regions. 

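The NUP98 peaks at DNMT1, UHRF1, EZH2, CDT1, RRM2, DUSP10 and JARID2 all overlap an HA-RAE1 peak of the unnumbered list, and none of them overlaps a peak of replicate 2. Of the 1554 NUP98 peaks, the unnumbered list overlaps 1297 (83.5%), replicate 2 overlaps 24.5% and both lists overlap 23.4%. For all 6893 peaks of set1 the shares are 77.6%, 19.5% and 17.8%. NUP98 peaks moved along their chromosomes overlapped the unnumbered list at 11.6% and both lists at 2.71% (means of 1000 draws; permutation p = 0.001 each, the smallest these draws can give, one-sided). Promoters without a NUP98 peak of genes matched on expression also hold HA-RAE1 peaks. For NUP98 peaks at promoters of expressed genes, the unnumbered list overlaps 94.0% against 61.8% of such promoters (range of 100 draws, 58.0% to 64.5%), and both lists overlap 23.5% against 14.0% (range 11.9% to 17.2%). From the overlap, the paper states that RAE1 is enriched in most NUP98 peak regions.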

The NUP98-RAE1 overlapping ChIP-seq peaks, but not the NUP98 unique peaks, are predominantly located near the TSSs (Supplementary Fig. 3b–f). 

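Of the NUP98 peaks that overlap the unnumbered HA-RAE1 list, 1173 of 1294 (90.6%) lie within 3 kb of a TSS. Of those that do not, 117 of 255 (45.9%) do (Fisher's exact test, two-sided, p = 1.34e-54). On the wider list, 87.8% of the peaks overlapped by both HA-RAE1 lists lie within 3 kb, against 55.8% of those overlapped by neither (Fisher's exact test, two-sided, p = 8.30e-77). Peaks at promoters of DNMT1 and EZH2 belong to the first group under the unnumbered list and, since replicate 2 lacks them, not to the group overlapped by both.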

Among the 101 direct target genes of NUP98, 96 of these genes are also associated with RAE1 ChIP-seq enrichment, including DNMT1 and EZH2 (Supplementary Fig. 3g–i). These findings suggest that NUP98 and RAE1 bind directly near the TSSs to regulate gene expression.

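DNMT1 and EZH2 have HA-RAE1 peaks in the unnumbered list at their NUP98 peaks, with fold enrichments of 23.5 and 31.6 in that list. Of the 111 direct targets, 97 (87.4%) have an HA-RAE1 peak of the unnumbered list at their NUP98 peak and 22 (19.8%) have a peak of both lists. On the wider list of 428 targets, 376 have a peak of the unnumbered list and 84 of both. The licensing factor CDT1 has an HA-RAE1 peak with a fold enrichment of 73.6 in the unnumbered list, and JARID2 one of 14.2.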

DNMT1 has been previously characterized as a key regulator for human epidermal progenitor maintenance^6^. We confirmed the drastic downregulation of DNMT1 in keratinocyte differentiation using western blotting (Supplementary Fig. 4a, b). Leveraging the published transcriptome-profiling data of DNMT1 knockdown in progenitor-state keratinocytes^6^, we compared the differentially expressed genes upon DNMT1 knockdown with the differentially expressed genes upon NUP98 or RAE1 knockdown. The intersection of these data sets identified a total of 236 shared genes (Supplementary Fig. 4c, d). The top GO terms of the upregulated shared genes are associated with epidermal development and keratinocyte differentiation; the downregulated genes are related to cell division and DNA replication (Supplementary Fig. 4e, f). We further validated using western blotting that the DNMT1 protein levels are drastically reduced with NUP98 or RAE1 knockdown, in keratinocytes cultured in the progenitor condition (Fig. 3p–s). Thus, DNMT1 downregulation at least partially accounts for the differentiation induction and proliferation inhibition observed with NUP98 or RAE1 knockdown. Taken together, these data suggest that the chromatin binding of NUP98 and RAE1 is involved in progenitor maintenance, through directly controlling the expression of key proliferation/differentiation regulators such as DNMT1.

### NUP98 co-localizes with HDAC1 on chromatin and cooperates with HDAC in gene regulation

Given NUP98’s chromatin binding to genes encoding key regulators of the proliferation/differentiation process, we investigated potential mechanisms facilitating NUP98’s chromatin binding to these specific genomic regions. Motif search did not uncover specific transcription factors that can explain the majority of the genomic binding sites. We then compared NUP98 ChIP-seq peaks with the ChIP-seq peak files of other transcriptional regulators and histone marks generated using the same cell type of primary human keratinocytes (Fig. 4a, Supplementary Data 5). 

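HDAC1, a histone deacetylase, was mapped by ChIP-seq in keratinocytes; 4 peak lists are deposited for the progenitor state and 2 for the differentiation state (day 4). The progenitor lists hold 20137 peaks (without a number), 20181 (replicate 2), 25976 (set1) and 27086 (set2), each from 1 library. The header of the unnumbered list gives 19.9 M reads, an input control and a q-value threshold of 0.001, and its sample name contains the letters HDACi, so whether these cells were given an inhibitor is not settled by the file. The depth of the other 5 libraries is not given. A NUP98 peak counted as overlapped when at least 2 of the 4 progenitor lists hold an HDAC1 peak there. Lists of Pol II, p63 and histone marks were not analysed here.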

Consistent with NUP98’s binding near the transcription start sites, NUP98 ChIP-seq peak regions are heavily (>80%) co-occupied by the histone marks (H3K4me2/3, H3K27Ac, H3K9Ac) and Pol II. 

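HDAC1 peaks lie at most NUP98 peaks, those at DNMT1, UHRF1, EZH2, CDT1, RRM2, DUSP10 and JARID2 included, where all 4 HDAC1 lists of the progenitor state hold a peak. Of the 1554 NUP98 peaks, 92.7% are overlapped in at least 2 of the 4 lists, and 82.2%, 84.6%, 92.5% and 93.1% in the unnumbered list, replicate 2, set1 and set2. For the 6893 peaks the share in at least 2 lists is 89.0%. NUP98 peaks moved along their chromosomes gave 4.03% (mean of 1000 draws; permutation p = 0.001, the smallest these draws can give, one-sided). At promoters of expressed genes 97.5% of NUP98 peaks have HDAC1, against 59.5% of promoters matched on expression that have no NUP98 peak (range of 100 draws, 56.6% to 63.0%).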

Interestingly, HDAC1 also co-occupies 82% of all NUP98 ChIP-seq peaks, comparable to Pol II (85%) and much higher than the lineage-specific transcription factor p63 (29%). Similar to NUP98, HDAC1 also binds near the TSSs of the NUP98 target genes, such as DNMT1 and EZH2 (Fig. 4b–d). Thus, HDAC1 stood out as a candidate that could cooperate with NUP98 in chromatin binding and gene regulation.

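At DNMT1 the HDAC1 peak of set1 of the progenitor state has a fold enrichment of 13.4 in its list, at EZH2 12.0 and at the ribonucleotide reductase gene RRM2 43.5. Of the 111 direct targets of NUP98, 108 (97.3%) have HDAC1 in at least 2 lists at their NUP98 peak, and on the wider list 404 of 428 (94.4%). The paper states from these peaks that HDAC1, like NUP98, binds near the TSSs of the NUP98 target genes.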

**Fig. 4:**
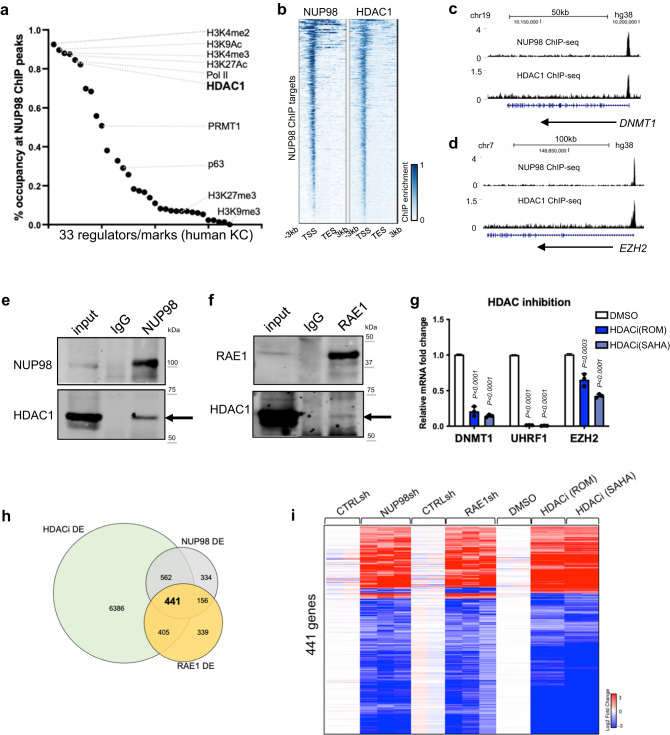
NUP98 co-localizes with HDAC1 on chromatin and cooperates with HDAC in gene regulation. **a** Occupancy of other epigenetic marks or regulators in NUP98 ChIP-seq peak regions. **b** Heatmap comparing NUP98 ChIP-seq and HDAC1 ChIP-seq on NUP98 peaks. **c**, **d** Browser tracks showing the co-occupancy of NUP98 and HDAC1 on representative target genes. **e**, **f** Crosslinking co-immunoprecipitation using NUP98 or RAE1 antibody to detect HDAC1. **g** qRT-PCR showing the relative expression of RAE1-NUP98 target genes with HDAC inhibition (one-way ANOVA with post-hoc test, N = 3, data are represented as mean ± standard deviation). **h**Venn diagram showing the overlap of NUP98, RAE1, and HDACi differentially expressed genes. **i** Heatmap showing the expression of the differentially expressed genes shared among NUP98 knockdown, RAE1 knockdown, and HDAC inhibition.

This extensive overlap of NUP98 and HDAC1 ChIP-seq peaks suggested that these two proteins could physically associate with each other. We confirmed this using crosslinking immunoprecipitation, that the NUP98 or RAE1 antibody co-immunoprecipitated HDAC1 in keratinocyte lysate (Fig. 4e, f). 

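Keratinocytes were given romidepsin (ROM, 100 nM), SAHA (10 µM) or the solvent DMSO for 24 h, and RNA-seq was made with 2 libraries per treatment; the doses of the inhibitors differ, so their effects are set side by side and not ranked. With ROM, NUP98 had a log2 fold change of 0.56 (SE 0.05, adjusted p = 1.64e-05) from limma and RAE1 0.44 (SE 0.05, adjusted p = 4.60e-05); with SAHA NUP98 had 0.02 (SE 0.05, adjusted p = 0.761) and RAE1 −0.41 (SE 0.05, adjusted p = 7.53e-05). HDAC1 itself had 0.35 (adjusted p = 4.28e-05) with ROM and 0.52 (adjusted p = 3.26e-06) with SAHA, HDAC7, a class IIa deacetylase, −5.47 (adjusted p = 8.02e-10) and −2.92 (adjusted p = 2.25e-08), and HDAC5, of the same class, 2.13 (adjusted p = 9.51e-09) and 2.53 (adjusted p = 5.69e-09). The libraries hold 29.7 to 40.9 M reads assigned to genes. The authors processed them as in the knockdown experiments, and the deposited table holds normalized counts with a constant added. Its mean column lies within 1% of the mean of the 6 libraries for 9.32% of the genes and its contrast is not named, so the authors' p-values and fold changes were not used for a single inhibitor. Here 1 limma fit over all 6 libraries, on log2(value + 0.5) and the 15548 genes with a mean of at least 10, compared ROM and SAHA with DMSO and with each other. At an adjusted p under 0.05, 6988 genes were higher and 6569 lower with ROM, 6901 higher and 6338 lower with SAHA, and 4645 higher and 4689 lower with SAHA than with ROM. This split depends on scaling: with every library rescaled to the same total, 8219 genes were higher and 5280 lower with ROM, 7373 and 5824 with SAHA, and 3209 and 6840 with SAHA against ROM.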

To determine if HDAC influences gene expression similar to NUP98 and RAE1, we leveraged the HDAC inhibitors Romidepsin (ROM) and SAHA. When added to keratinocytes cultured in the progenitor state, these inhibitors consistently downregulated representative NUP98 direct target genes, such as DNMT1, UHRF1 and EZH2 (Fig. 4g). 

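DNMT1 fell with both inhibitors: 10590 ± 99.6 normalized counts with DMSO, 1977 ± 51.6 with ROM and 1317 ± 14.2 with SAHA (SD, n = 2 each), log2 fold changes of −2.42 (SE 0.04, adjusted p = 7.78e-10) and −3.01 (SE 0.04, adjusted p = 6.62e-10) from limma. UHRF1 had −3.71 (SE 0.07, adjusted p = 1.55e-09) and −3.90 (SE 0.07, adjusted p = 1.91e-09), EZH2 −1.11 (adjusted p = 2.40e-07) and −1.23 (adjusted p = 1.62e-07), CDT1 −3.14 (adjusted p = 1.17e-08) and −2.97 (adjusted p = 2.15e-08), and RRM2 −4.46 (adjusted p = 5.38e-10) and −4.70 (adjusted p = 6.77e-10). DUSP10 rose, at 1.48 (adjusted p = 3.70e-07) with ROM and 2.37 (adjusted p = 3.06e-08) with SAHA, and JARID2 had 0.77 (adjusted p = 6.10e-07) and 0.93 (adjusted p = 2.40e-07). Of the 543 genes changed in both knockdowns that were tested here, 385 (70.9%, interval 66.9% to 74.7%) changed over 2-fold with both inhibitors at an adjusted p under 0.05, 368 of them in the direction of the knockdowns and 17 in the opposite one. Of the other genes 29.8% did (3748 of 12558; Fisher's exact test, two-sided, p = 1.94e-82). Genes lower in both knockdowns were lower with both inhibitors in 77.1% of cases (270 of 350; other genes 15.9%; Fisher's exact test, p = 4.49e-136), and genes higher in both were higher in 50.8% (98 of 193; other genes 13.4%; Fisher's exact test, p = 1.70e-34). Of the genes shared by the paper's own lists, 413 of 579 (71.3%) changed with both inhibitors here. From this overlap and qPCR, the paper reasons that HDAC inhibition alters expression in a way similar to NUP98 or RAE1 knockdown.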

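All 50 cell division genes were lower with ROM and with SAHA (50 and 50 adjusted over the list alone; adjusted p of the list 0.0845 and 0.0663 in the set test with an estimated correlation). The proliferation marker MKI67 had log2 fold changes of −5.61 (SE 0.06, adjusted p = 2.37e-10) and −6.63 (SE 0.06, adjusted p = 2.73e-10) from limma, and TOP2A −3.22 (SE 0.04, adjusted p = 4.26e-10) and −4.91 (SE 0.04, adjusted p = 2.49e-10). Of 45 DNA replication genes 44 were lower with each inhibitor, in all genes and in the list alone (adjusted p of this list also 0.0845 and 0.0663 in that set test), with the helicase subunit MCM7 at −3.88 (adjusted p = 2.49e-10) and −4.21 (adjusted p = 4.81e-10). Differentiation genes went both ways. Of 36 terminal differentiation genes, 16 were higher and 18 lower with ROM, and 20 were higher and 8 lower with SAHA (the same numbers adjusted over the list alone). SPRR1A, a cornified envelope precursor, had 0.85 (adjusted p = 2.82e-07) and 3.55 (adjusted p = 5.25e-10), whereas IVL, another precursor, and the enzyme TGM1 fell with ROM, at −3.35 (adjusted p = 1.67e-07) and −2.20 (adjusted p = 2.16e-07). Of 11 differentiation transcription factors, 6 were higher and 4 lower with ROM and 8 higher and 3 lower with SAHA (the same adjusted over the list alone); MAF had 3.66 (adjusted p = 2.01e-08) and 5.04 (adjusted p = 5.35e-09). TP63, the lineage factor of the epidermis, had −1.90 (adjusted p = 6.27e-09) with ROM and −0.69 (adjusted p = 2.81e-06) with SAHA. Over all genes, 3745 were higher and 2352 lower over 2-fold with both inhibitors. Independent lists would share 1192 higher and 613 lower genes, and unchanged groups against the same DMSO libraries would share 0.02 (mean of 50 simulations). The log2 fold changes of ROM and SAHA had a Pearson's r of 0.94 across genes (0.51 in the simulations) and a covariance of 4.45 (0.0446). The simulated 0.02 shared genes and covariance of 0.0446 argue against the shared DMSO libraries giving more than a small part of the excess. A correlation of 0.51 can come from these shared libraries alone.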

Using RNA-seq, we further identified that 74% of NUP98-RAE1 target genes are also significantly altered by HDAC inhibition (Fig. 4h, i, Supplementary Data 6). Since p300 was also identified as an interacting protein with NUP98-fusion proteins in hematopoietic malignancies^25^, we found that p300 inhibition did not drastically alter NUP98’s target gene expression in keratinocytes (Supplementary Fig. 5a), supporting that that HDAC is specifically involved in modulating the target genes controlled by NUP98 and RAE1 in epidermal progenitor maintenance.

Building on the gene expression changes of NUP98 and RAE1’s target genes induced by HDAC inhibition, we further investigated the roles of HDAC1. We designed and validated a total of 3 independent shRNAs targeting HDAC1. Interestingly, all three of these shRNAs consistently downregulated the target genes of NUP98 and RAE1, such as DNMT1 and UHRF1 (Supplementary Fig. 5b). Thus, HDAC1 is involved in regulating the NUP98 and RAE1’s target gene expression in the progenitor state. In the keratinocyte differentiation process, HDAC1’s protein level is slightly reduced, with an average of 54% relative expression on differentiation day 4 as compared to the progenitor state (Supplementary Fig. 5c). Consistently, the HDAC1 ChIP enrichment was only moderately reduced in the differentiation state (Supplementary Fig. 5d). 

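In the differentiation state HDAC1 set1 holds 7851 peaks, 3.31 times fewer than set1 of the progenitor state, and set2 holds 2135, 12.7 times fewer than its progenitor counterpart. For NUP98 the progenitor list of set1 is 19.9 times and that of set2 16.2 times the size of its differentiation list. The value of set2 depends on the label of its progenitor list, whose peak names refer to the differentiation state, and with the 2 labels exchanged the differentiation list would be the larger. The order of set1, and the paper's lower NUP98 mRNA, protein and ChIP signal in differentiation, run the way the labels say. Of all HDAC1 peaks of the progenitor state, 23.4% overlap a differentiation peak in set1 and 7.18% in set2. The HDAC1 coverage behind the paper's signal profiles was not analysed here.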

We further compared HDAC1 ChIP-seq enrichment in NUP98 binding sites between the progenitor state versus the differentiation state (day 4, Supplementary Fig. 5e–h). The majority (92.1%) of these sites did not show drastic reduction of HDAC1 binding in differentiation. 

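At RRM2 an HDAC1 peak was called in both differentiation lists, at UHRF1 and DUSP10 in set1 only, and at DNMT1, EZH2, CDT1 and JARID2 in neither. Of the 1554 NUP98 peaks, 1438 have an HDAC1 peak of set1 in the progenitor state, and 481 of these (33.4%, interval 31.0% to 36.0%) also have an HDAC1 peak of set1 in the differentiation state. For set2 the numbers are 1447 and 220 (15.2%, interval 13.4% to 17.2%). With the wider list the kept shares are 30.4% and 12.8%, a mean of 21.6%. A peak that is not called can still have HDAC1 signal, and the fold changes of signal per site that the paper reports were not analysed here.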

Only in a very small fraction (7.7%) of these sites, HDAC1 enrichment showed significant reduction (fold change >2, p < 0.05). Thus, HDAC1 ChIP enrichment was only modestly reduced in differentiation in the NUP98 binding sites, in contrast to the drastic reduction of NUP98 in these sites in differentiation, suggesting that NUP98 is not required for maintaining HDAC1’s chromatin binding in their shared binding sites.

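The peaks at CDT1 and JARID2 kept NUP98 in set1 of the differentiation state and lost their HDAC1 peak in both differentiation lists, while the peak at RRM2 lost NUP98 and kept HDAC1 in both. The kept shares of HDAC1 and NUP98 differ between the sets. In set1 33.4% of the sites with HDAC1 kept it, against 14.2% of the 1554 sites that kept NUP98. In set2 HDAC1 was kept at 15.2% and NUP98 at 30.8%, if the labels of the 2 NUP98 set2 lists are right. With these labels exchanged, the NUP98 share of set2 would be 92.9%. The labels run the same way as the paper's lower NUP98 mRNA, protein and ChIP signal in differentiation. With 1 library per set and state, no test between the proteins was made. From the signal at these sites, the paper proposes that NUP98 is not needed to keep HDAC1 on chromatin there.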

### NUP98 chromatin binding is dependent on HDAC activity

Given the overlap between NUP98 and HDAC1 in genomic binding sites and in gene regulation, we asked if HDAC activity functions upstream to influence NUP98 genomic binding. We performed NUP98 ChIP-seq in keratinocytes with or without HDAC inhibition. 

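NUP98 ChIP-seq was made from keratinocytes given DMSO, ROM (100 nM) or SAHA (10 µM) for 24 h; the paper states that each ChIP-seq experiment was repeated at least 2 times, and 1 peak list per treatment is analysed here, so the differences have no replicate check here. The headers of the 3 deposited lists give 21.7 M reads with DMSO, 25.0 M with ROM and 23.0 M with SAHA after filtering, 1 shared input control and a q-value threshold of 0.001 in MACS 2.1.0.20150420. The fragment length that MACS estimated was 116 bp with DMSO, 47 bp with ROM and 48 bp with SAHA, at a read length of 49 bp. Fold enrichments are the authors' and were not compared between the lists. Peak sets were compared by overlap of at least 1 bp with the progenitor-state lists and with the DMSO list.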

Remarkably, the NUP98 ChIP-seq signals were diminished with HDAC inhibition using either SAHA or Romidepsin (Fig. 5a–c), suggesting that NUP98’s genomic binding to its target genes is dependent on HDAC activity.

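The NUP98 peaks at UHRF1, EZH2, CDT1, RRM2 and JARID2 have a counterpart with DMSO, those at DNMT1 and DUSP10 do not, and none of these 7 has one with ROM or SAHA. With DMSO 698 peaks were called, with ROM 72 (9.69-fold fewer) and with SAHA 137 (5.09-fold fewer). Of the DMSO peaks, 22 (3.15%) are overlapped with ROM and 73 (10.5%) with SAHA. Of the 1554 progenitor-state peaks, 527 (33.9%, interval 31.6% to 36.3%) are overlapped with DMSO, 19 (1.22%, interval 0.738% to 1.90%) with ROM and 62 (3.99%, interval 3.07% to 5.09%) with SAHA. On the wider list the shares are 8.37%, 0.377% and 0.987%. The peaks kept with both inhibitors include those at PGK1 and at the U6 RNA gene RNU6-1. From the signal at the target genes, the paper proposes that NUP98's binding depends on HDAC activity.

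**Figure D2:**
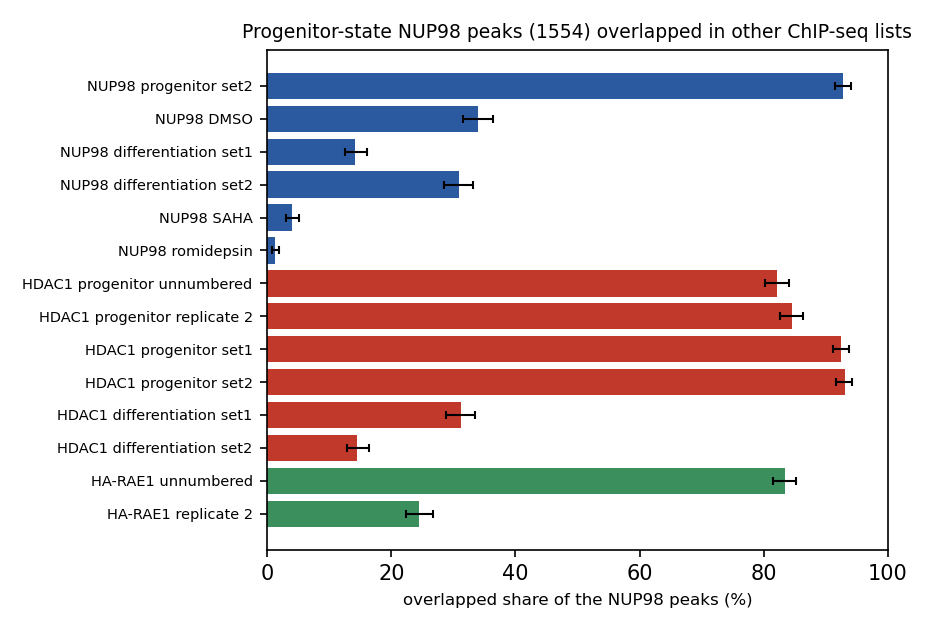
Share of the 1554 progenitor-state NUP98 peaks (horizontal axis, percent) that overlap a peak of each other ChIP-seq list (vertical axis), each from 1 library. Lines are exact binomial 95% intervals, and the share falls from 33.9% with DMSO to 3.99% with SAHA and 1.22% with romidepsin.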

**Fig. 5:**
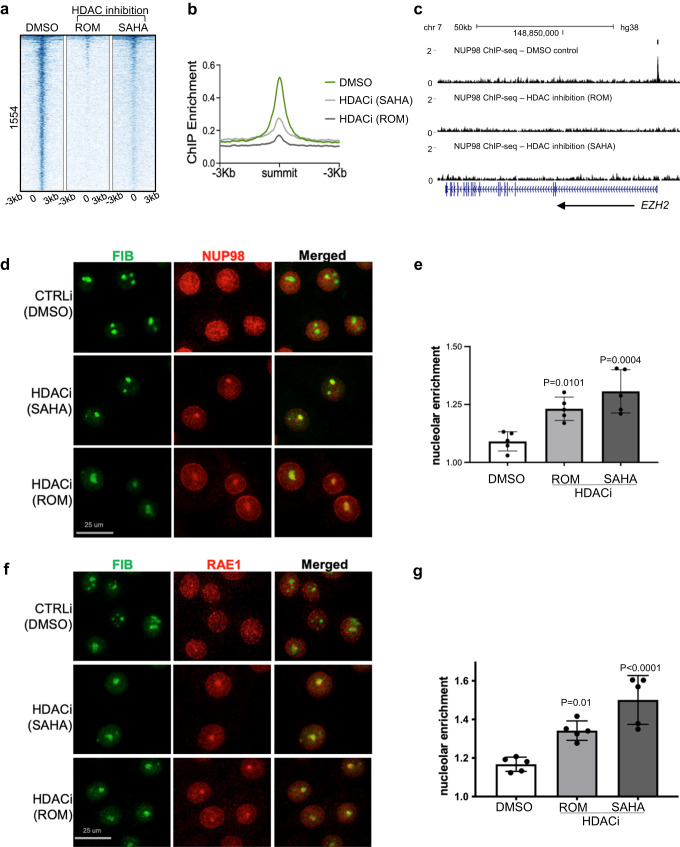
NUP98 chromatin binding is dependent on HDAC activity. **a** Heatmap showing NUP98 ChIP enrichment with HDAC inhibition (using ROM or SAHA) as compared to DMSO control. **b** Average profile showing NUP98 ChIP enrichment with HDAC inhibition (using ROM or SAHA) as compared to DMSO control. **c** Browser track showing a representative target gene *EZH2*, comparing NUP98 ChIP enrichment with HDAC inhibition versus the DMSO control, in keratinocytes cultured in the progenitor state. **d** Representative images showing keratinocytes co-immunostained with antibodies targeting NUP98 and the nucleolus marker Fibrillarin (FIB), comparing HDAC inhibition versus DMSO control (scale bar = 25 μm). **e** Quantification of the relative NUP98 enrichment in the nucleolus in HDAC inhibition versus the DMSO control (one-way ANOVA with post-hoc test, N = 5, data are represented as mean ± standard deviation). **f**, **g** Co-immunostaining of RAE1 and FIB in keratinocytes treated with HDAC inhibitors versus the DMSO control (scale bar = 25 μm), and quantification (one-way ANOVA with post-hoc test, N = 5, quantification data are represented as mean ± standard deviation).

To determine if NUP98’s subcellular localization was also affected by HDAC inhibition, we performed NUP98 immunofluorescence staining in keratinocytes with HDAC inhibition as compared to DMSO control. While NUP98 showed diffused staining inside the nucleus in the control condition, in addition to its nuclear periphery enrichment, HDAC inhibition by SAHA or Romidespin consistently resulted in 1–2 aggregated foci of NUP98 in each nucleus. Co-staining with the nucleolus marker fibrillin confirmed that the NUP98 localized to the nucleolus (Fig. 5d, e). Similar to NUP98, RAE1 also aggregated to the nucleolus upon HDAC inhibition (Fig. 5f, g).

A recent paper described FUS targeting to the nucleolus under transcriptional stress^26^. We asked if FUS is involved in NUP98 and RAE1’s nucleolus enrichment. Co-Immunofluorescence staining was performed for both NUP98 and FUS with HDAC inhibition, as compared to the control. While NUP98 was consistently enriched in the nucleolus with HDAC inhibition, no FUS enrichment was detected (Supplementary Fig. 6). These data suggest that NUP98 and RAE1’s nucleolar targeting is independent of the mechanisms involved in targeting FUS to the nucleolus.

### NUP98 and RAE1’s nucleolar localization is balanced by HDAC and HAT activities

The nucleolar enrichment of NUP98 and RAE1, induced by HDAC inhibition, suggests that protein acetylation could be involved in this process. To test this, we designed an experiment to inhibit protein acetylation in combination with HDAC inhibition, leveraging the p300/CBP HAT inhibitors A485 and C646^27,28^. As shown in Fig. 6 and Supplementary Fig. 7, HAT inhibition alone did not significantly alter the subnuclear localization of NUP98 or RAE1; however, when the keratinocytes were pre-treated with HAT inhibitors for 6 h, HDAC inhibition was no longer able to induce NUP98 or RAE1’s nucleolar localization. This antagonism between HAT inhibition and HDAC inhibition was consistently observed among the two independent p300/CBP inhibitors (A485 or C646). These data support a role of protein acetylation in mediating the nucleolar localization of NUP98 or RAE1, as a consequence of HDAC inhibition.

**Fig. 6:**
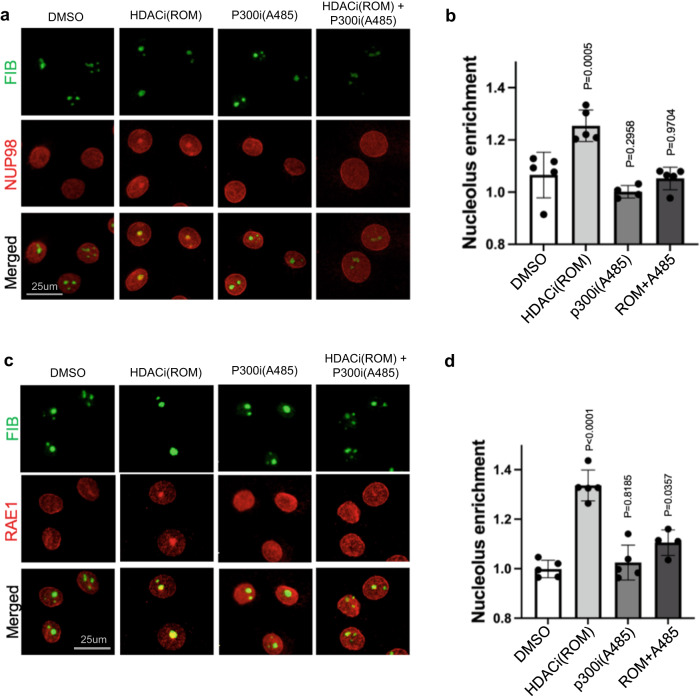
NUP98 and RAE1’s nucleolar localization is balanced between HDAC and HAT activities. **a** Co-immunostaining of NUP98 and nucleolus marker FIB in keratinocytes treated with HDAC inhibitor, ROM, and/or the HAT inhibitor A485 (scale bar = 25 μm). **b** quantification of NUP98 nucleolus enrichment in these treatment conditions (one-way ANOVA with post-hoc test, N = 5, data are represented as mean ± standard deviation). **c** Co-immunostaining of RAE1 and the nucleolus marker FIB in keratinocytes treated with HDAC inhibitor, ROM, and/or the HAT inhibitor A485 (scale bar = 25 μm). **d** quantification of RAE1 nucleolus enrichment among these conditions (one-way ANOVA with post-hoc test, N = 5, data are represented as mean ± standard deviation).

### Interdependence between NUP98 and RAE1 in nucleolar localization upon HDAC inhibition

Given the association between NUP98 and RAE1, we further asked if NUP98’s nucleolar targeting upon HDAC inhibition depends on RAE1. While keratinocytes expressing control non-targeting shRNA still showed NUP98 aggregation with HDAC inhibition, this nucleolar aggregation was abolished in keratinocytes expressing shRNAs targeting RAE1 (Fig. 7a, b). Thus, the nucleolar enrichment of NUP98 requires the intact function of RAE1. We subsequently investigated if RAE1’s nucleolar targeting upon HDAC inhibition also depended on NUP98. We treated keratinocytes expressing either NUP98 shA, NUP98 shB or control non-targeting shRNA with the HDAC inhibitor ROM. RAE1’s nucleolar targeting was abolished in keratinocytes expressing NUP98 shRNA, but not the non-targeting control. Using two independent shRNAs targeting NUP98, RAE1 also did not target to the nucleolus (Fig. 7c, d). RAE1 knockdown alone did not induce NUP98 nucleolar localization, and NUP98 knockdown did not induce RAE1 nucleolar localization, without HDAC inhibition (Supplementary Fig. 8). These findings indicate that NUP98 and RAE1 depend on each other to localize to the nucleolus upon HDAC inhibition.

**Fig. 7:**
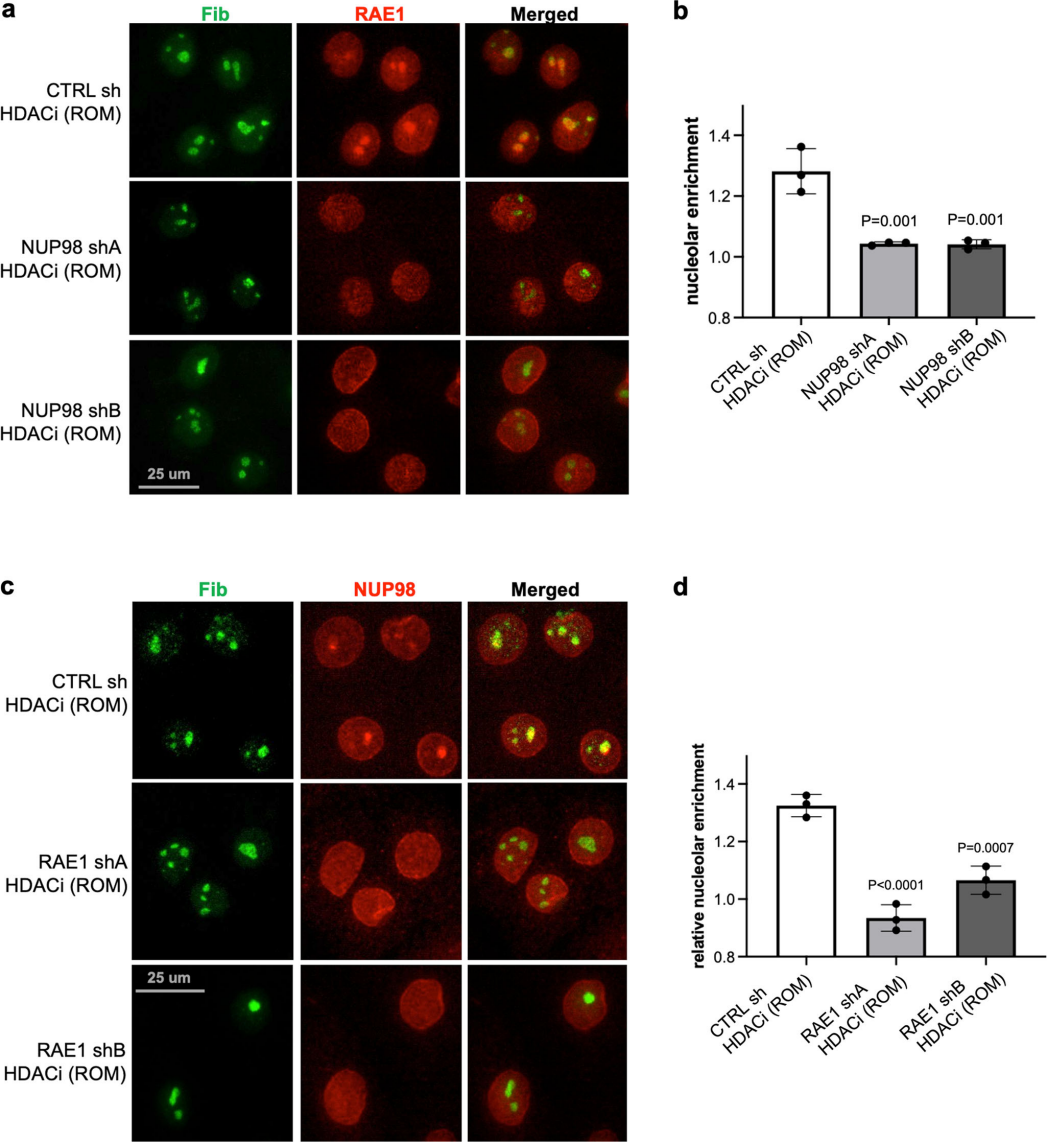
Interdependence between NUP98 and RAE1 in nucleolar localization upon HDAC inhibition. **a**, **b** Representative images showing co-immunostaining of RAE1 and the nucleolus marker FIB in keratinocytes treated with NUP98 knockdown versus control knockdown (scale bar = 25 μm), and quantifications of RAE1 nucleolar enrichment among these conditions (one-way ANOVA with post-hoc test, N = 3, quantification data are represented as mean ± standard deviation). **c**, **d** Co-immunostaining of NUP98 and the nucleolus marker FIB in keratinocytes treated with RAE1 knockdown versus control knockdown (scale bar = 25 μm), and quantifications of NUP98 nucleolar enrichment among these conditions (one-way ANOVA with post-hoc test, N = 3, quantification data are represented as mean ± standard deviation).

Taken together, these findings suggest a model that NUP98 and RAE1 promote progenitor maintenance by directly binding to and controlling the expression of key epigenetic regulators under two conditions: elevated expression and HDAC activity. The elevated expression in the progenitor state allows the presence of a soluble intranuclear pool of NUP98 and RAE1, allowing chromatin binding in addition to their nuclear-pore association; HDAC activity is also essential for antagonizing the nucleolar targeting for NUP98 and RAE1, promoting NUP98 genomic targeting to the key epigenetic regulators for self-renewal (Fig. 8).

**Fig. 8:**
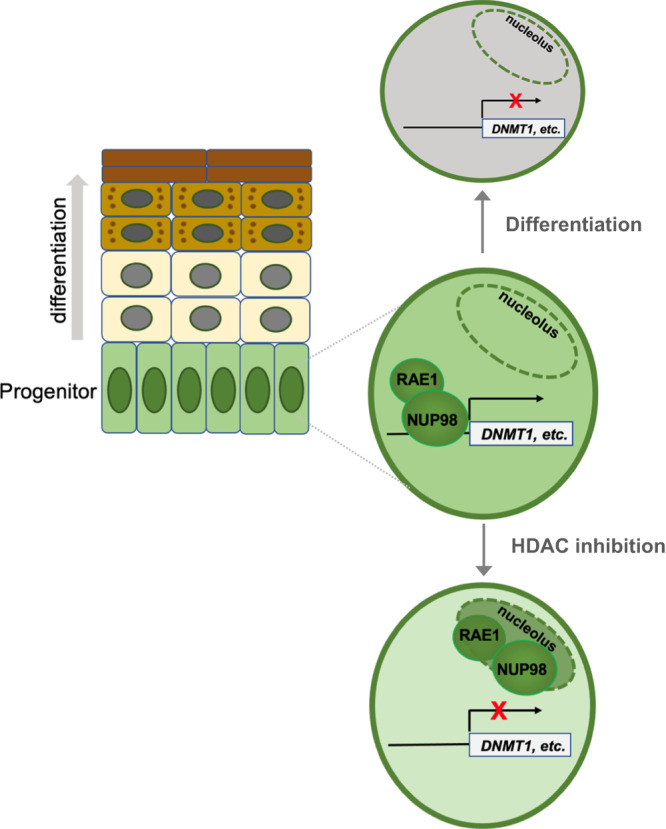
Working model. NUP98 and RAE1 support epidermal progenitor maintenance through binding to chromatin near the transcription start sites of key target genes such as the epigenetic repressor DNMT1. NUP98 and RAE1’s roles in progenitor maintenance depend on two factors: high expression and HDAC activity. The high expression of NUP98 and RAE1 provides the chromatin-binding pool, in addition to their nuclear-pore incorporation; HDAC activity supports NUP98’s binding on chromatin near the TSSs of key target genes, antagonizing the nucleolar localization of NUP98 and RAE1.

## Discussion

Our findings highlight the regulatory roles of NUP98 and RAE1 in epithelial progenitor maintenance. NUP98 and RAE1 are expressed at higher levels in the progenitor state than the differentiation state, and their high expression in progenitors is essential for sustaining proliferation and suppressing differentiation. Mechanistically, we find that NUP98 and RAE1 exist in a separate complex in the soluble fraction of the nucleus. In particular, NUP98 directly binds near the transcription start sites of key regulators governing progenitor self-renewal, including DNMT1, EZH2, and UHRF1. We further uncovered that NUP98’s chromatin association is dependent on HDAC activity. HDAC inhibition diminished NUP98’s chromatin binding, and resulted in nucleolar accumulation of NUP98 and RAE1. Thus, these data demonstrated multiple levels of crosstalk between the epigenetic regulators and the nucleoporins in progenitor maintenance.

Similar to several other transcriptional regulators, such as CPSF and PRMT1^20,22^, NUP98 and RAE1 are expressed at a higher level in the progenitor state as compared to the differentiation state. In the case of CPSF, its higher expression allows it to associate with RNA-binding proteins and participates in gene regulation, in addition to its housekeeping functions in processing RNA after their full-length synthesis^20^. Similarly, we speculate that the high expression of NUP98 and RAE1 are necessary for supplying a chromatin-binding pool, in addition to their essential roles of constituting the nuclear-pore complex.

Our data placed NUP98, RAE1 and HDAC upstream to influence the expression from several key regulators of progenitor maintenance, such as DNMT1, UHRF1 and EZH2. Several transcription factors have been implicated in promoting the expression of DNMT1, including SP1, STAT3, E2F, and MTF-1^29–32^. Interestingly, the expression of DNMT1 and UHRF1 were found to be sensitive to the MEK inhibitors in cancer cells^33^, suggesting that the EGRF pathway plays a role in sustaining the expression of these two regulators. Using a combination of ChIP-seq and RNA-seq, we found that NUP98 and HDAC1 are essential for sustaining the expression of DNMT1 and URHF1 in epidermal progenitors. This was further confirmed using shRNAs targeting HDAC1. Considering that NUP98 chromatin binding profiles can differ drastically among different cell types^14,24^, it would be interesting to determine in the future if specific transcription factors or pathways cooperate with both NUP98 and HDAC in transcriptional regulation in the context of epidermal progenitors. Although HDAC1 can associate with the epidermal lineage-specific transcription factor p63 in regulating embryonic skin development in mouse^34^, we found minimal overlap between p63 and NUP98 in ChIP-seq peaks. At this moment, we cannot exclude a possibility that p63 could still be involved in participating the gene regulation controlled by NUP98 and RAE1, through potential promoter-enhancer interactions.

A striking observation from this study is the nucleolar localization of both NUP98 and RAE1 upon HDAC inhibition, in keratinocytes cultured in the progenitor state condition. Since HAT inhibition abolished the nucleolar localization induced by HDAC inhibition, these findings suggest that protein acetylation is involved in regulation this nucleolar localization. The key substrates of acetylation in this process remain unclear, and it is entirely possible that multiple substrates could be involved in influencing NUP98 and RAE1’s subnuclear localization. The nucleolar localization of NUP98 was previously observed in a different context with actinomycin D or a-amanitin treatment^35,36^. In addition to NUP98, actinomycin D treatment or Pol I knockdown was sufficient to localize the NUP98-interacting-protein CRM1 to the nucleolus. This nucleolar enrichment of NUP98 and CRM1 by actinomycin D was abolished with the addition of the CRM1 inhibitor LMB, or by knocking down the ribosome-export-receptor NMD3^37^. Furthermore, ribosomal transcription is regulated by protein acetylation, involving the competitive actions of HDAC and HAT^38^. Taken together, these data suggesting that NUP98 and RAE1’s nucleolar localization, induced by HDAC inhibition, is likely to be involved in the ribosomal biogenesis and export pathway.

Our findings also shed new light on the mechanisms underlying how NUP98 associates with chromatin. NUP98 does not possess any DNA or histone-binding domains, yet it can associate with hundreds of specific genomic regions in several cell types, and multiple NUP98-interacting proteins have been identified^23^. Although NUP98-fusion proteins in leukemia have been linked to HDAC binding^39,40^, in addition to many other transcription regulators including p300, it remained incompletely understood regarding how HDAC influences NUP98 function. In the progenitor-state keratinocytes, we found that HDAC inhibition, but not p300 inhibition, phenocopied the NUP98 or RAE1 in modulating self-renewal and differentiation gene expression. This agrees with the previous findings in leukemia that HDAC inhibition de-represses the target genes of NUP98-fusion protein^41^, and RAE1 contributes to the leukemogenesis driven by NUP98 fusions^42^. Our ChIP-seq data analyses identified that HDAC1 co-occupies NUP98 chromatin binding sites. We further uncovered that HDAC inhibition drastically reduced NUP98 chromatin binding. These data demonstrate that NUP98 binds to chromatin in an HDAC-dependent manner. HDAC inhibitors was suggested as a therapeutic strategy for NUP98-fusion AML patients^39^; however, the NUP98-fusion events are restricted in the blood lineage for these patients, and normal NUP98 function is expected in other somatic tissues. Our findings demonstrated that HDAC inhibition directly impacts wild-type NUP98’s roles in epithelial progenitor maintenance. Future work improving our understanding of the action of NUP98 in normal tissue homeostasis, and its differences from the NUP98 oncogenic fusions, will inform better therapeutic design with minimized side effects. Since other NUPs such as NUP62 has been shown to modulate squamous cell carcinoma proliferation and differentiation^43^, it would also be interesting to investigate how different NUPs cooperate to modulate epithelial homeostasis and pathogenesis.

## Methods

This study using primary human keratinocytes was reviewed by Northwestern University IRB (Institutional Review Board) and was determined as not human research. Surgically discarded neonatal foreskin was obtained from Northwestern SBDRC (Skin Biology & Diseases Resource Based Center), and tissue collection was approved by IRB (#STU00009443) with all relevant ethical regulation followed and informed consent obtained.

### Primary keratinocyte culture

Primary keratinocytes isolated from 6 to 7 different de-identified donors were pooled for all the experiments associated with this study. To culture and maintain the keratinocytes in the undifferentiated condition, a 50:50 mix of two culture media, KSFM (Gibco, #17005-142) and Medium 154 (Gibco #M-154-500), was used. For calcium-induced differentiation, the keratinocytes were seeded in confluency with the addition of 1.2 mM CaCl_2_ for the duration of 4 days.

### Lentiviral- or retroviral-mediated gene delivery

For lentivirus production, HEK293T cells were transfected with 4 μg of shRNA or protein-expression plasmid in 6-cm plates using the lipofectamine 3000 kit (Thermo Fisher) together with pCMV-dR8.91 (3 μg) and pUC-MDG (1 μg) helper plasmids. For retrovirus production, Phoenix cells were transfected with 8 μg of DNA in 6-cm plates, for retrovirus production. Viral supernatant was used to infect keratinocytes at an appropriate viral dilution, with spin infection at 1250 rpm for 1 h at 32 °C with 5 mg/mL polybrene. Two days after spin infection, keratinocytes were selected with 2 μg/mL puromycin for 48 h.

### Plasmid construction

The RAE1 gene was cloned with a N-terminal HA tagged into pLZRS. Gene transfer was performed by retroviral delivery. For NUP98, RAE1, and HDAC1 knockdown, shRNAs were designed using BLOCK-it RNAi designer (Invitrogen) and cloned into pLKO. Two control shRNA constructs, pLKO-NT (non-targeting) and pLKO-GFP, were generous gifts from Dr. Ali Shilatifard’s laboratory. Oligo sequences are included in Supplementary Data 7.

### Inhibitor treatment

HDAC inhibitors romidepsin (ROM, ApexBIO) and Vorinostat (SAHA, AdooQ) were dissolved in DMSO. Romidepsin was added at a final concentration of 100 nM and Vorinostat was added at final concentration of 10 μM for 24 h. p300 inhibitor A485 (Cayman) and C646 (Cayman) were dissolved in DMSO. A485 was added at a final concentration of 3 μM and C646 was added at a final concentration of 10 μM for 24 h for the gene expression analysis. For the HAT and HDAC double inhibition experiment, the keratinocytes were pre-treated with the HAT inhibitor for 6 h before the HDAC inhibitors were added for 24 h.

### Progenitor competition in epidermal regeneration

The same number of keratinocytes transduced with GFP or DsRed were mixed and seeded on pieces of human dermis. GFP-expressing cells were treated with non-targeting shRNA virus and DsRed-expressing cells were treated with either non-targeting shRNA virus or NUP98/RAE1-targeting shRNA. Epidermal tissue was regenerated at the liquid-air interface for 6 days. Each piece of epidermal tissue was embedded in OCT, and was sectioned using Cyrostat. The tissue sections were fixed in 4% formaldehyde, and images were acquired using the EVOS FL Auto 2 microscope.

### Western blotting

Western blot analysis was performed by loading 10–25 μg of cell lysate per lane for sodium dodecyl sulfate polyacrylamide gel electrophoresis. The gel was transferred to a nitrocellulose membrane and incubated with primary antibodies at 4 °C overnight. Secondary antibodies were incubated at room temperature for 1 h. The blots were imaged using Li-COR OdysseyCLx InfraRed Imaging System and images were analyzed using ImageStudio Lite software.

Antibodies used for western in this study include NUP98 C-7 (Santa Cruz Biotechnology, sc-74553), Lamin A/C (Santa Cruz Biotechnology, sc-376248), RAE1 (Santa Cruz Biotechnology, sc-393252), TPR (Bethyl, A300-828A), NUP153 (Bethyl A301-788A-M), DNMT1 (Cell Signaling, D63A6), and HDAC1 (Cell Signaling, D5C6U).

### qRT-PCR expression analysis

For qRT-qPCR experiments, total RNA was extracted from keratinocytes using Quick-RNA MiniPrep Kit from Zymo Research, and cDNA was synthesized using SuperScript VILO cDNA synthesis kit. The qRT-qPCR analysis was performed using the QuantStudio3 QPCR system and samples were prepared using PowerUp SYBR Green Master Mix (Applied Biosystems). Samples were run in technical triplicates and normalized to the 18S control. Statistical analysis was performed using GraphPad Prism8. All error bars present standard deviation of 2^−(ΔΔCT)^ between biological triplicates. Sequences of the qPCR primers used in this study are included in Supplementary Data 7.

### RNA-seq

RNA-seq libraries were prepared using NEBNext® Ultra™ II Directional RNA Library Prep Kit for Illumina. RNA-seq samples were sequenced by Northwestern sequencing core (NUseq) using Illumina HiSeq4000. The computational and bioinformatics pipelines were performed at Quest high performance computing facility at Northwestern University. The pipelines were constructed based on open-source software using nextflow framework. Briefly, Quality control using FastQC v0.11.9 and adapter trimming using Trimgalore v0.6.7 were performed on sequence reads from the RNA-Seq data. STAR v2.7.10a was used to align the reads to the reference genome (Hg38 from UCSC), and Salmon v1.5.2 was used for gene and transcripts quantification. Downstream analysis was performed in R (R. Foundation for Statistical Computing). R package DESeq2 was used for differential expression analysis^44^. Genes were filtered by average Log 2 (Fold Change) > 2, with individual Log 2 (Fold Change) > 1.5, and p value < 0.05.

### ChIP-seq

Each ChIP sample was prepared using ~10 million keratinocytes crosslinked with 1% formaldehyde for 10 min at room temperature. The crosslinking was quenched using 0.125 M final of glycine for 5 min at room temperature. The crosslinked cells were then washed with PBS and nuclei extracted. Nuclei were lysed in lysis buffer at 40 μL per million cells. Lysate was sonicated until DNA was sheared to ~200 bp. Lysate was cleared by spinning at 15,000 × *g* for 15 min at 4 °C. Protein G beads (10 μL) were incubated at room temperature for 10 min with antibodies then 2 h and 4 °C before adding ChIP lysate overnight. Beads were washed and sample was eluted in elution buffer overnight at 67 °C. Eluted sample was treated with RNase A and Proteinase K. The DNA was purified using the DNA clean and concentrator kit (Zymo). For double-crosslinking, DSG (Sigma, 80424) was added to keratinocytes at the final concentration of 2 mM and incubated at room temperature for 30 min, before the addition of 1% formaldehyde for 10 min. ChIP DNA library samples were prepared using the NEBNext® Ultra™ II DNA Library Prep Kit for Illumina. The antibodies used for ChIP: NUP98 C-7 (Santa Cruz Biotechnology, sc-74553) was used for NUP98 ChIP experiments. HDAC1 (Diagenode, C15410325) was used for all HDAC1 ChIP experiments. The HA antibody(#66006, Proteintech) was used for all RAE1 ChIP-seq. ChIP-seq libraries were sequenced by NUseq using Illumina HiSeq4000. The quality of the raw sequencing files were assessed using FastQC software v0.11.9 and reads with low quality were trimmed using Trimgalore v0.6.4. The remaining ChIP-seq reads were mapped to hg38 (NCBI) using BWA-MEM v0.7.17 with default parameters. ChIP-seq peaks were called using MACS2 v2.2.7.1 with q value < 0.01 and narrow peak calling. Bigwig files were created using BEDTools v2.29.2 and scaled to 1 million mapped reads. Peak annotation was done using HOMER v4.11.

### Co-immunoprecipitation

Undifferentiated keratinocytes were nuclei extracted (per IP). Cells were resuspended in 6 mL buffer A (10 mM Hepes pH 7.4, 1.5 mM MgCl2, 10 mM KCl, protease inhibitor (-) EDTA) and 6 mL buffer B (10 mM Hepes pH 7.4, 1.5 mM MgCl2, 10 mM KCl, 0.4% NP-40, protease inhibitor (-) EDTA). Cells were incubated on ice for 2 min and quickly pelleted. Cell resuspension was repeated, and suspension was incubated on ice for 5 min. Cells were quickly pelleted and resuspended in 1 mL of nuclei lysis buffer (50 mM Tris pH 8, 0.05% NP-40, 10% glycerol, 2 mM MgCl2, 250 mM NaCl, protease inhibitor (-) EDTA). Nuclei were sheared using a 27^1/2^-gauge needle 5 times. Lysed nuclei solution was incubated on ice for 30 min. Cell debris was pelleted at 4 C, 13,000 rpm for 10 min. 30 μL of protein G beads were washed with PBS (per IP). Comparable amount of NUP98 antibody C-7 (Santa Cruz Biotechnology, sc-74553), RAE1 antibody (Santa Cruz Biotechnology, sc-393252) or mouse IgG control (cell signaling) were incubated with washed beads for 10 min at room temp and 1 h at 4 °C. Antibody solution was removed from beads and 350 μL of nuclei lysate was added to the beads. Bead:lysate mixture was incubated overnight at 4 °C with rotation. For co-immunoprecipitation with RNase treatment, half of the nuclei lysate was treated with RNase A (final concentration 50 μg/mL) for 20 min at 30 °C. Lysate with and without RNase A treatment were added to beads overnight.

### Co-immunoprecipitation with crosslinking

Undifferentiated keratinocytes were crosslinked using 1% formaldehyde for 10 min at room temperature. Crosslinking was quenched using 0.125 M glycine for 5 min at room temperature. Nuclei were extracted using swelling buffer (0.1 M Tris pH7.6, 10 mM KOAc, 15 mM MgOAc, 1% NP-40, protease inhibitor) for 15 min on ice. Nuclei were pelleted and resuspended in nuclei lysis buffer (in PBS, 1% NP-40, 0.5% Sodium deoxycholate, 0.1% SDS, 10 mM EDTA, protease inhibitor). Nuclei were sheared using a 27^1/2^-gauge needle 10 times. Lysed nuclei solution was incubated on ice for 15 min. Lysate was sonicated for 4 rounds 30 s on 30 s off for 10 cycles. Cell debris was pelleted, and supernatant was added to protein G beads.

### Apoptosis assay

Keratinocytes infected with control, NUP98, or RAE1 shRNA were seeded onto 24-well plate. A positive control was made by adding H_2_O_2_ (2 mM) to keratinocytes expressing control shRNA for 6 h at 37 °C. MitoView 633 (Biotium) and Aquaphile JC1 (Biotium) apoptosis assay kits were used to assess induction of apoptosis with loss of NUP98 or RAE1. JC1 or Mitoview was added at 1:1000 in keratinocyte culture medium, and incubated for 20 min in the CO_2_ incubator. Hoechst was added at 10 μg/mL for 5 min to stain the DNA before image acquisition.

### Size-exclusion chromatography

Thirty million undifferentiated keratinocytes were pelleted, and nuclei were extracted. Cells were resuspended in 250 μL of nuclei lysis buffer (50 mM Tris pH 8, 0.05% NP-40, 10% glycerol, 2 mM MgCl2, 250 mM NaCl, protease inhibitor (-) EDTA). Nuclei were sheared using a 27^1/2^-gauge needle 5 times. Lysed nuclei solution was incubated on ice for 30 min. Cell debris was pelleted at 4 °C, 13,000 rpm for 10 min. The supernatant was loaded onto a Superose 6 Increase 10/300 GL (29-0915-96 GE) using nuclei lysis buffer for running buffer at a flow rate of 0.3 mL/min. Five hundred microliters fractions were collected. Protein in the 500 μL fractions were precipitated using acetone.

### Clonogenicity assay

Mitomycin C treated mouse fibroblasts 3T3 cells were used as a feeder layer in 6-well plates. One thousand keratinocytes were seeded onto the feeder layer and FAD media was changed every 2 days for 12 days. Cells were then washed with PBS to remove 3T3 cells and fixed in 1:1 acetone/methanol for 5 min. The plates were then air dried for 5 min and stained with crystal violet for visualizing the clones.

### Image quantification

Nucleolar enrichment was quantified using the FIJI software. The fluorescent signals in the nucleus were measured using DAPI as a mask, and the fluorescent signals in the nucleolus were measured using fibrillarin as a mask. Nucleolar enrichment was then calculated by dividing the fluorescent signals in the nucleolus by the fluorescent signals in the nucleus.

### Statistics and reproducibility

One-way ANOVA (non-parametric) with post-hoc test was performed for data analyses comparting more than two experimental groups The student t-test was used to analyze the statistical difference between two experimental groups. All these statistical analyses were performed using Prism. For qRT-PCR, all the experiments were performed at least 3 times. The average relative value was calculated based on technical triplicates were calculated, and statistical analyses were performed based on the average relative values from multiple independent experiments. For the relative expression quantification using western blotting, each experiment was replicated at least 3 times, and the relative levels were quantified using loading controls such as Lamin A/C. For shRNA-mediated knockdown, 3 independent shRNAs for NUP98 or RAE1 were validated in this study. For RNA-seq, two independent control shRNAs (non-targeting or GFP) were used in combination with three independent shRNAs for each target genes. All the ChIP-seq experiments were repeated at least 2 times. For inhibitor treatment, two independent inhibitors for each target were used to ensure reproducibility.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1-7

Supplementary Data 8

Reporting Summary

## Data Availability

All the RNA-seq and ChIP-seq data have been deposited to GEO, with the accession number #GSE150799. All other data are included in the Source Data file (Supplementary Data 8). All the unprocessed scans for the western blots are also included in Supplementary Fig. 9. Questions about the data should be addressed to corresponding author.

# Supplementary material for: NUP98 and RAE1 sustain progenitor function through HDAC-dependent chromatin targeting to escape from nucleolar localization
**Source:** Commun Biol. 2023 Jun 23;6:664. doi: 10.1038/s42003-023-05043-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Differentially Expressed Genes with NUP98 knockdown

**File name:** Supplementary Data 2

**Description:** Differentially Expressed Genes with RAE1 or NUP98 knockdown

**File name:** Supplementary Data 3

**Description:** NUP98\_ChIP\_peaks\_UD(1554)

**File name:** Supplementary Data 4

**Description:** Co-occupancy at NUP98 ChIP-seq peaks by other marks/regulators in human primary keratinocytes

**File name:** Supplementary Data 5

**Description:** NUP98 ChIP direct target genes (101).

**File name:** Supplementary Data 6

**Description:** Differentially Expressed Genes with HDAC inhibition.

**File name:** Supplementary Data 7

**Description:** List of Oligos Used in This Study

**File name:** Supplementary Data 8

**Description:** Source Data behind the graphs in this manuscript

How the deposited data were processed for this re-analysis (not part of the article)

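RNA-seq of human epidermal progenitors was analysed from 3 experiments: NUP98 knockdown (3 shRNAs and 2 control shRNAs), RAE1 knockdown (3 and 2) and HDAC inhibition (2 libraries each of DMSO, ROM at 100 nM and SAHA at 10 µM, 24 h). ChIP-seq peak lists were analysed for NUP98 (3 lists of the progenitor state, 2 of the differentiation state, and 1 each with DMSO, ROM and SAHA), HA-RAE1 (2 lists) and HDAC1 (4 lists of the progenitor state and 2 of the differentiation state), 32 libraries in all.

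For RNA-seq the authors trimmed the reads, aligned them with STAR to hg38, quantified genes with Salmon and ran DESeq2. The deposited tables hold signal per library (counts divided by size factors, with a constant added), the authors' log2 fold changes and the authors' p-values. For ChIP-seq the paper names BWA-MEM and MACS2, and the headers of 4 deposited lists name MACS 2.1.0.20150420 with a q-value threshold of 0.001. The deposited peak lists hold the signal at the summit, the fold enrichment (a ratio to local background), and the −log10 of the p-value and q-value, and the deposited HA-RAE1 lists also hold a score, 10 times the −log10 of q.

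Each expression table holds 26475 genes, of which 28 named as dates were left out, and 26339 were kept before the filter on low values. The constant was taken off each library, and depth was read from the step between neighbouring low values, 11.9 to 40.9 M reads assigned to genes over the 16 libraries. Once the constant is taken off, 100% of the values of up to 100 reads are whole within 0.05 read in each library, and no test on these reads was run, since one was planned only for raw counts: limma 3.58.1 (with a mean-variance trend) in R 4.3.3 was run on log2(value + 0.5) for genes with a mean of at least 10, with Benjamini-Hochberg adjustment and a threshold of 0.05. The paper's thresholds were applied to the same fits: an unadjusted p under 0.05, a mean fold change over 2 and a fold change over 1.5 with each shRNA. The methods state these as log2 values, and the smallest changes in Supplementary Data 1 and Supplementary Data 2 are those of the plain folds given in the results. A gene counted as changed by both inhibitors when it passed with each and changed over 2-fold in the same direction. On simulated data with 50 genes changed 4-fold, the NUP98 design recovered 44.0% of them, the RAE1 design 38.0% and the ROM design 88.0%. At 2-fold the shares were 0, 0 and 74.0%, so the simulated knockdown designs missed changes of that size. The simulated RAE1 data gave 55 calls and the RAE1 experiment 0, so these shares do not describe that experiment.

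The 21 gene lists were written from general knowledge before the data were examined: cell division, DNA replication, terminal differentiation, differentiation transcription factors, barrier lipid genes, basal layer and adhesion, wound keratins, epigenetic regulators, the HDAC family, nuclear pore, nuclear basket, p53 targets, type I interferon response, inflammatory cytokines and proteases, ribosome biogenesis, cholesterol synthesis, neuronal genes, markers of fibroblasts, melanocytes and immune cells, and housekeeping. So were the choice of set1 as the NUP98 list, the overlap rules, the fits and their alternatives. Some lists hold genes that the paper names from these data. These are DNMT1, UHRF1, EZH2 and JARID2 among epigenetic regulators, and CDT1 and RRM2 in DNA replication. Tests of these lists are not independent of the paper's findings. A test of a difference between the knockdowns, planned only for raw counts, was not run. Lists were also tested with camera of limma, with a correlation between genes of 0.01 and with an estimated one. Named genes are those the paper names with these data, per comparison the 8 that rose most and the 8 that fell most among genes past the threshold with a mean of at least 100 and no overlap between groups, and in each list the 4 members with the smallest p; genes named outside this rule are marked where they appear. Named peaks are those nearest to the 7 direct targets the paper names and the 10 with the highest score of set1. Some genes and peaks that these rules select are not reported here.

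Peaks were compared with scripts in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1) by an overlap of at least 1 bp. Distances run from the middle of a peak to the nearest TSS of GENCODE transcripts on hg38, within 3 kb or farther than 10 kb, for peaks on the main chromosomes. A direct target is the gene nearest to a NUP98 peak that passes the paper's expression thresholds. Chance overlap was measured with 1000 draws of peaks moved by 10 to 500 kb and with 100 draws of promoters without a NUP98 peak matched on expression, and direct targets with 10000 matched gene sets. Shares have exact binomial 95% intervals, and tables of counts Fisher's exact test (two-sided).

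Alternatives were the authors' p-values, rescaled libraries, no filter, a pseudocount of 5, each library left out in turn, the replicate number as a block, a threshold of 5 on the −log10 of q in every list, an overlap of 50% of the shorter peak, the other peak lists and 1 kb in place of 3 kb. Samples without a deposited table of values, the supplementary tables held only in part (Supplementary Data 4 to Supplementary Data 7), coverage tracks, and the lists of other proteins and histone marks were not used here. The text and the tables number Supplementary Data 4 and Supplementary Data 5 differently.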

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

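Apart from that on the other U6 genes, the tests of explanations in this part were chosen after the results were seen.

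The NUP98 peaks at PGK1 (fold enrichment 166) and RNU6-1 (fold enrichment 87.8) lie outside the genes the paper discusses and were called with both inhibitors, where most peaks were not. A place with high signal whatever the antibody stays open. Of 16 lists, 11 hold a peak at both places, among them all HDAC1 lists of the progenitor state and both HA-RAE1 lists. For NUP98, replicate 3 of the progenitor state and set1 of the differentiation state lack the peak at PGK1. Set2 of the differentiation state lacks both. Of the HDAC1 lists of the differentiation state, set1 lacks the peak at RNU6-1 and set2 lacks both. A peak that is not called can still have signal, so these gaps do not decide it. Reads from vector DNA that carries these promoters stay open: the shRNAs were cloned into pLKO, a type of vector that generally holds a U6 and a PGK promoter, and of the 4 other active U6 genes (RNU6-2, RNU6-7, RNU6-8 and RNU6-9) 0 have a NUP98 peak of at least 50% of the fold enrichment at RNU6-1 in set1, as vector DNA would give. Whether the cells used for ChIP-seq carried such a vector is not stated, and binding of NUP98 at these promoters could also leave the other U6 genes without a peak. In set2 of the progenitor state, RNU6-2 and RNU6-9 do hold a NUP98 peak, and no other NUP98 list has one at any of the 4 genes. The size of the set2 peaks was not compared with that at RNU6-1.

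HDAC1 peaks and HA-RAE1 peaks of the unnumbered list lie at most NUP98 peaks. That promoters hold these peaks whether or not NUP98 is bound is argued against for HDAC1: the highest share in 100 draws of promoters without a NUP98 peak was 63.0%, against 97.5% at promoters with one. The same holds for HA-RAE1, with a highest share of 64.5% against 94.0% for the unnumbered list and of 17.2% against 23.5% for both lists. An HA-RAE1 overlap set by the size of the list cannot be told apart from the rest, since the ratio of the shares of the 2 lists over the ratio of their numbers of peaks was 1.53 (interval 1.37 to 1.71) and the lists come from 1 library each. Open chromatin at NUP98 promoters stays open, as no list without an antibody target is at hand, and co-occupancy by the proteins remains a hypothesis.

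NUP98 peaks were fewer in differentiation (346 and 1109) than in the 3 progenitor lists without treatment (2018 to 17976), and fewer with ROM (72) and SAHA (137) than with DMSO (698), which is itself below set2 of the differentiation state. The pair of set2 (1109 against 17976) depends on the label of its progenitor list, whose peak names refer to differentiation, and would run the other way with the labels exchanged; the pair of set1 (346 against 6893), and the paper's lower NUP98 mRNA, protein and ChIP signal in differentiation, run the way the labels say. A lower sequencing depth with inhibitors is argued against, since the shallower inhibitor library holds 23.0 M reads after filtering and the DMSO library 21.7 M. A shorter fragment length estimated by the peak caller cannot be told apart from an effect of the inhibitors, since its longest estimate with an inhibitor is 48 bp, and such an estimate could come from a weak enrichment or produce fewer peaks. Differences in ChIP yield between libraries stay open, since DMSO cells, which are not differentiated, keep 33.9% of the 1554 peaks and set1 and set2 of the differentiation state keep 14.2% and 30.8%, the latter only if the set2 labels are right. A loss of NUP98 binding with differentiation and with HDAC inhibition may add to this and was not tested apart from yield.

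The inhibitors differed on cholesterol synthesis: 22 of 23 genes were higher with SAHA than with ROM (22 adjusted over the list alone; median log2 fold change 1.19; camera's adjusted p = 0.0707 with an estimated correlation), at doses that differ. The inhibitors also differed on basal layer and adhesion genes, of which 21 of 25 were higher with SAHA than with ROM (23 adjusted over the list alone; median 0.83; adjusted p = 0.120 with an estimated correlation), with the integrin ITGA2 at 2.05 (adjusted p = 4.68e-08) from limma. All 5 wound keratins were higher with SAHA than with ROM (5 adjusted over the list alone; median 0.82; adjusted p = 0.272 with an estimated correlation), with KRT16 at 2.31 (adjusted p = 2.98e-07) from limma. Neuronal genes, which the paper does not discuss, were higher with ROM in 30 of 30 cases (30 adjusted over the list alone; median 5.62; adjusted p = 0.0845 with an estimated correlation), with the neuropeptide precursor VGF at 8.66 (adjusted p = 2.68e-11) from limma. Fibroblast markers were also higher with ROM in 8 of 9 cases (median 4.61; adjusted p = 0.281 in the set test with an estimated correlation), and melanocyte markers were higher in 4 and lower in 7 of 12. Interferon genes, also outside the paper's discussion, were lower with ROM in 24 of 27 cases and higher in 2 (the same adjusted over the list alone; median −2.78; adjusted p = 0.0845 with an estimated correlation), with the antiviral gene MX1 at −5.32 (adjusted p = 2.37e-10) from limma. Ribosome biogenesis genes were lower with ROM in 37 of 39 cases and with SAHA in 39 (37 and 39 adjusted over the list alone; medians −1.07 and −1.48; adjusted p = 0.193 and 0.121 with an estimated correlation), with the nucleolar protein NOP56 at −2.73 (adjusted p = 7.55e-10) and −3.23 (adjusted p = 6.77e-10) from limma.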

How the results depend on the processing

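Settings on the narrower list of 1554 NUP98 peaks and on the TSSs of genes in the expression tables were chosen after seeing the data.

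With the authors' p-values adjusted over the same genes, 1482 genes passed with NUP98 knockdown and 1107 with RAE1 knockdown; the cause was not tested. On leaving out 1 library, genes past an adjusted p of 0.05 with NUP98 knockdown ranged from 0 (without the GFP control, and without the NT control) to 494 (without shRNA A), and genes at the paper's thresholds from 918 to 1779; with RAE1 knockdown these ranged from 682 to 1743 and the genes in both knockdowns from 266 to 640. Where a control was left out, the lone control was taken to vary like the other libraries. Genes with ROM ranged from 12677 to 13666, with SAHA from 12371 to 13411, with SAHA against ROM from 7190 to 10849 and with both inhibitors from 5924 to 6203. The share of genes changed in both knockdowns that both inhibitors change was 86.2% for either inhibitor, and on leaving out 1 library it ranged from 64.0% (without the NT control of the RAE1 experiment) to 75.8% (without that of the NUP98 experiment). It was 76.8% with the authors' p-values, which replace the knockdown genes (572) and the inhibitor genes at once, and as those of the inhibitors belong to 1 contrast that is not named, this value does not show what both inhibitors change. Of the 100 tests of a list, 55 passed with a preset correlation and 0 with the estimated one. The size of the correlation alone does not account for this. For interferon genes with ROM the estimated correlation, 0.00438, lay below the preset 0.01, yet camera's p rose from 5.56e-06 to 0.0169. Failing with the estimated correlation thus does not show that a list is unchanged. Rescaling every library moved the median log2 fold change of all genes from −0.02 to −0.12 with RAE1 knockdown, from 0.05 to 0.34 with ROM, from 0.06 to 0.16 with SAHA and from −0.03 to −0.22 with SAHA against ROM, where the share of higher genes went from 49.8% to 31.9%. Of 648 alternatives of the list counts, 606 stayed within 1.5 times and 42 did not. Samples with the same replicate number share only the number (correlations 0.08, 0.02 and −0.09), and the paired fit with a replicate block called 13544 genes with ROM, 13207 with SAHA, 9248 with SAHA against ROM and 6101 with both.

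NUP98 peaks numbered 17976 in set2, 2018 in replicate 3 and 1554 in the narrower list. Their share also called in differentiation was 1.31%, 11.4% and 14.2% on these lists, 4.17% for peaks in at least 2 of 3 lists, 8.73% with set2 of the differentiation state, 9.23% with both and 30.8% for the narrower list with set2. The values that use a set2 list depend on the labels of the 2 set2 lists being right. Shares within 3 kb of a TSS were 84.5% (set2), 81.6% (replicate 3), 87.1% (at least 2 lists), 74.1% at 1 kb, 76.8% with the TSSs of genes in the expression tables and 77.4% with these on the narrower list. Direct targets numbered 778 (set2), 118 (replicate 3), 111 (narrower list), 122 at an adjusted p under 0.05 and 89 on the narrower list within 3 kb. An HA-RAE1 peak was found at 23.7% (replicate 3), 20.5% (at least 2 lists), 23.4% (narrower list), 15.5% (50% overlap), 77.6% (unnumbered list), 19.5% (list 2), 79.3% (union), and on the narrower list at 83.5% (unnumbered) and 24.5% (list 2). HDAC1 was found at 72.4% (set2), 85.1% (replicate 3), 92.4% (at least 2 lists), 92.7% (narrower list), 87.2% (50% overlap), 79.1% (unnumbered), 78.4% (HDAC1 replicate 2) and 82.2% (narrower list, unnumbered). The share keeping HDAC1 in differentiation was 20.0%, 16.9%, 25.3% and 24.3% on the same 4 lists, 20.5% at the stricter q, 19.4% at 50% overlap, 30.4% in set1 and 12.8% in set2. Progenitor peaks overlapped with DMSO made up 3.28% (set2), 29.0% (replicate 3), 10.6% (at least 2 lists) and 33.9% (narrower list); with ROM 0.223% (set2), 1.19% (replicate 3) and 1.22% (narrower list), and with SAHA, in the order given for DMSO, 0.451%, 3.32%, 1.27% and 3.99%. The cause of these shifts was not tested.

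DESeq2 and size factors, planned only for raw counts, were not run on the whole reads that come out once the constant is taken off, and the authors' p-values do not apply to a single inhibitor. Depth limits the genes with low values, which the filter removes, and the read numbers of most peak lists are not given. Of 912 alternatives of the values of named genes, 816 kept their direction and side of the threshold, 87 lost the call, 5 gained it and 4 changed direction: on leaving out 1 library, NUP98 ranged from −0.21 to 0.18 with RAE1 knockdown and from −0.059 to 0.096 with SAHA.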

Differences from the paper's values

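The settings added after the data were examined are marked as chosen after seeing the values.

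The paper gives 1554 NUP98 peaks in the progenitor state (the paper's value), and set1 holds 6893. Of the alternatives set before the data were examined, replicate 3 (2018) comes within 1.5 times, and set2 (17976), the peaks in at least 2 of 3 lists (5513) and a stricter q (6793) do not. The peaks of set1 found in replicate 3, chosen after seeing the values, number 1554 and drop 0 of the 200 peaks of Supplementary Data 3 at hand.

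The paper's share of these peaks also called in differentiation is 14%, and the value here is 3.48%. Replicate 3 (11.4%) comes within 1.5 times; set2 (1.31%), at least 2 lists (4.17%), the stricter q (3.44%), an overlap of 50% (3.45%), set2 of the differentiation state (8.73%) and the union of its lists (9.23%) do not. The list of 1554, chosen after seeing the values, gives 14.2% and drops 0 of the 200 peaks at hand.

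The paper's number of peaks not called in differentiation is 1334, and the value here is 6653. Replicate 3 (1788) comes within 1.5 times; set2 (17740), at least 2 lists (5283), the stricter q (6559), an overlap of 50% (6655), set2 of the differentiation state (6291) and the union (6257) do not. The list of 1554, chosen after seeing the values, gives 1334 and drops 0 of the 200 peaks at hand.

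The paper's number of direct targets is 101, and the value here is 428. Replicate 3 (118) and an adjusted p under 0.05 (122) come within 1.5 times; set2 (778), at least 2 lists (373), the stricter q (422) and peaks within 3 kb only (383) do not. The list of 1554, chosen after seeing the values, gives 111, or 89 within 3 kb, and drops 0 of the 7 direct targets the paper names; the other targets in the paper's table were not compared.

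The paper's share of NUP98 peaks with an HA-RAE1 peak is 83%, and the value here, which asks for a peak in both lists, is 17.8%. The unnumbered list alone (77.6%) and the union (79.3%) come within 1.5 times; set2 (17.4%), replicate 3 (23.7%), at least 2 lists (20.5%), the stricter q (17.1%), an overlap of 50% (15.5%) and list 2 alone (19.5%) do not. The list of 1554 with the unnumbered list, chosen after seeing the values, gives 83.5% and drops 0 of the 7 named targets, and the list of 1554 with both lists gives 23.4%.

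Other settings chosen after seeing the values also reach the paper's: 117 peaks unique to differentiation and 220 kept with the list of 1554, 73.7% of the 95 unique peaks on the main chromosomes left against the wider list farther than 10 kb with the TSSs of genes in the expression tables (65.2% of 115 against the list of 1554), 82.2% with the unnumbered HDAC1 list and 97 direct targets with an HA-RAE1 peak.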

Other observations

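No test of an explanation was made in this part, and the lists were set in advance.

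With NUP98 knockdown, epigenetic regulators had 3 higher and 5 lower of 28; 5 and 8 adjusted over the list alone, the inflammatory cytokines and proteases 1 higher and 1 lower of 19, with LIF, a cytokine, at 3.12 (adjusted p = 0.0192) and PTGS2, which makes prostaglandins, at −1.42 (adjusted p = 0.0202) from limma, and ribosome biogenesis genes 0 higher and 1 lower of 39, with TCOF1, a nucleolar protein, at −1.49 (adjusted p = 0.0163). Whether these calls rest on 1 control cannot be told from fits with 1 control library. With limma 0 members passed over all genes in the wound keratins (median 0.50), the HDAC family (1 higher adjusted over the list alone), the nuclear basket (2 lower adjusted over the list alone, of which 1 is NUP98, the target of the shRNAs), interferon response (median −0.82; 25 of 27 below 0), cholesterol synthesis, neuronal, fibroblast, melanocyte, immune cell and housekeeping lists (0 adjusted over the list alone where none is given).

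With RAE1 knockdown, where limma called 0 genes over all genes, 3 wound keratins were higher adjusted over the list alone, KRT6C among them at 2.25 (adjusted p = 0.114), and the nuclear basket had 1 lower, RAE1 itself, cholesterol synthesis 2 lower, fibroblast markers 1 lower and the 1 immune cell marker tested, CD74, 1 lower. Epigenetic regulators, the HDAC family, interferon response (median −1.76; 26 of 27 below 0), inflammatory, ribosome biogenesis, neuronal, melanocyte and housekeeping lists had 0 adjusted over the list alone.

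With the inhibitors, epigenetic regulators: 5 higher and 23 lower of 28 with ROM, 6 higher and 20 lower of 28 with SAHA; HDAC family: 6 higher and 3 lower of 11 with ROM, 6 higher and 4 lower of 11 with SAHA; nuclear pore: 6 higher and 22 lower of 32 with ROM, 1 higher and 29 lower of 32 with SAHA. Further, nuclear basket: 2 higher and 2 lower of 5 with ROM, 0 higher and 4 lower of 5 with SAHA; p53 targets: 10 higher and 12 lower of 24 with ROM, 12 higher and 11 lower of 24 with SAHA; inflammatory genes: 6 higher and 11 lower of 18 with ROM, 8 higher and 8 lower of 18 with SAHA; barrier lipid genes: 9 higher and 6 lower of 15 with ROM, 11 higher and 3 lower of 15 with SAHA. CDKN1A, also a p53 target, had 2.41 (adjusted p = 8.61e-10) with ROM and 2.32 (adjusted p = 1.59e-09) with SAHA from limma. Next, basal layer and adhesion: 3 higher and 22 lower of 25 with ROM, 4 higher and 16 lower of 25 with SAHA; wound keratins: 1 higher and 4 lower of 5 with ROM, 2 higher and 3 lower of 5 with SAHA; cholesterol synthesis: 10 higher and 10 lower of 23 with ROM, 18 higher and 3 lower of 23 with SAHA. With SAHA, 30 higher and 0 lower of 30 neuronal genes and 2 higher and 24 lower of 27 interferon genes were called. For markers of other cell types, fibroblast: 8 higher and 1 lower of 9 with ROM, 8 higher and 1 lower of 9 with SAHA; melanocyte: 4 higher and 7 lower of 12 with ROM, 4 higher and 6 lower of 12 with SAHA; immune cell: 1 higher and 0 lower of 1 with ROM, 1 higher and 0 lower of 1 with SAHA; housekeeping: 3 higher and 8 lower of 13 with ROM, 3 higher and 7 lower of 13 with SAHA.

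With SAHA against ROM, cell division had 0 higher and 48 lower of 50, DNA replication 1 higher and 40 lower of 45; 1 and 41 adjusted over the list alone, terminal differentiation 21 higher and 2 lower of 36, differentiation transcription factors 9 higher and 0 lower of 11, barrier lipid genes 11 higher and 1 lower of 15; 11 and 2 adjusted over the list alone and nuclear pore genes 0 higher and 24 lower of 32; 0 and 25 adjusted over the list alone. TOP2A had −1.68 (adjusted p = 5.94e-08) and SPRR2D, of the cornified envelope, 2.43 (adjusted p = 2.45e-07) from limma. The counts were 6 higher and 10 lower of 28 for epigenetic regulators, 5 higher and 4 lower of 11 for the HDAC family, 0 higher and 4 lower of 5 for the nuclear basket, 12 higher and 6 lower of 24 for p53 targets, 15 higher and 7 lower of 27 for interferon response and 14 higher and 1 lower of 18; 16 and 1 adjusted over the list alone for inflammatory genes. They were 1 higher and 32 lower of 39 for ribosome biogenesis, 4 higher and 13 lower of 30 for neuronal genes, 3 higher and 3 lower of 9 for fibroblast, 3 higher and 2 lower of 12; 2 and 2 adjusted over the list alone for melanocyte, 0 higher and 0 lower of 1 for immune cell markers and 8 higher and 3 lower of 13 for housekeeping genes. The doses of the inhibitors differ.

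Of the peaks called with ROM, 47 do not overlap a DMSO peak, and with SAHA 54 do not.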
